# *In vitro* assessment of pesticides capacity to act as agonists/antagonists of the thyroid hormone nuclear receptors

**DOI:** 10.1016/j.isci.2021.102957

**Published:** 2021-08-08

**Authors:** Yanis Zekri, Laure Dall Agnol, Frédéric Flamant, Romain Guyot

**Keywords:** biological sciences, toxicology, environmental toxicology

## Abstract

Chemicals acting as thyroid hormone disruptors (THDs) are of a particular concern for public health, considering the importance of this hormone in neurodevelopment and metabolic processes. They might either alter the circulating level of thyroid hormone (TH) or interfere with the cellular response to the hormonal stimulation. In order to assess this later possibility we selected 39 pesticides and combined several *in vitro* tests. Reporter assays respectively addressed the transactivation capacity of the full-length TH nuclear receptor TRα1, the transactivation capacity of its C-terminal ligand binding domain, or the ability of the hormone to destabilize the interaction between TRα1 and the transcriptional corepressor NcoR. Although some pesticides elicit a cellular response, which sometimes interferes with TH signaling, RNA-seq analysis provided no evidence that they can act as TRα1 agonists or antagonists. Their neurodevelopmental toxicity in mammals cannot be explained by an alteration of the response to TH.

## Highlights

• Pesticides were tested for their capacity to interfere with thyroid hormone receptors
• Three reporter assays were combined to identify possible agonists/antagonists
• The tested pesticides are not major disruptors of thyroid hormone signaling

## Introduction

It is now recognized that a number of environmental chemicals act as endocrine disruptors. Among these, thyroid hormone disruptors (THDs) interfere with the thyroid system and have broad adverse effects. In particular, neurodevelopment is highly sensitive to a deficit (Gilbert et al., 2020) or an excess (Laureano-Melo et al., 2019) of thyroid hormone (TH). Therefore, early life exposure to THD might have irreversible consequences on cognitive functions. A number of non-exclusive mechanisms have been proposed to explain the adverse effects of THD, which can be classified in two categories:

Some chemicals interfere with the synthesis or degradation of TH. A number of underlying mechanisms have been documented: xenobiotics can alter the hypothalamus-pituitary-thyroid axis that regulates the thyroid gland activity, inhibit iodine uptake, impair the TH production of the thyroid gland or accelerate the catabolism of TH. The outcome of all these processes is a reduction in the circulating levels of TH or an unbalance between T4 (thyroxine) and T3 (3,3′,5′-Triiodothyronine), the most active form of TH. In exposed rodents, this is often associated to histological alterations of the thyroid gland.

Other chemicals might interfere with the intracellular pathway by which T3 activates the transcription of genes in many cell types. T3 mainly acts in cell nuclei by binding to the C-terminal domain of nuclear receptors (TRs, including TRα1, TRβ1, and TRβ2). Upon T3 binding, the conformation of the C-terminal domain changes (Yen et al., 2006). As a result, chromatin-bound TRs release transcription corepressors, and recruit transcription coactivators, upregulating the transcription of a number of genes (Perissi and Rosenfeld, 2005). Like other endocrine disruptors (Toporova and Balaguer, 2020), THD might compete with T3 to bind the C-terminal domain of TRs and exert an agonist or antagonist influence on T3 signaling (Freitas et al., 2011; Gorini et al., 2020; Guyot et al., 2014; Ibhazehiebo et al., 2010, 2011).

The maintenance of stable levels on TH is dependent on a feedback regulation exerted by TRs, which limits TRH production in the hypothalamus and inhibits TSH secretion by the pituitary gland. The molecular mechanisms by which the receptors exert this negative regulation remain unclear (Ortiga-Carvalho et al., 2016). Therefore, although TR agonists or antagonists would be expected to have major adverse effects on brain development, they will not necessarily modifying the circulating levels of TH. The risk associated to this second class of THD, which only alter the cellular response to T3, is thus better assessed in cultured cells than in rodents, where toxicological tests mainly consider the modes of action from the first class.

Epidemiological associations and toxicological studies indicate that a number of pesticides have a detrimental influence on neurodevelopment. Due to the chemical diversity of pesticides, it is likely that a number of underlying mechanisms exist (Pellizzari et al., 2019; Reigart and Roberts, 2001). Notably, while pesticides have been designed to target specific biochemical pathways in plants or insects, they might lack species specificity and exert a similar toxicity in mammals at high concentration. An alternative hypothesis which has been recently raised, is that they might exert an adverse effect on mammalian neurodevelopment by acting as THD (Leemans et al., 2019). Although TH circulating levels or thyroid gland histology are sometimes altered by pesticides (Moser et al., 2015; Paul et al., 2012; Yaglova and Yaglov, 2017) these effect do not seems to correlate with a direct binding to TRs, which have only been observed at high concentrations for few compounds (Xiang et al., 2017). It is thus tempting to speculate that some pesticides belong to the second class of chemicals, which interfere with the cellular response to T3 without binding to TRs. If this hypothesis is correct, the danger of pesticides exposure would be widely underestimated under the current registration procedures, which mainly relies on *in vivo* testing, and thus favors the detection of the first class of THDs.

We performed here an *in vitro* assessment of the capacity of common pesticides to act as TRα1 agonists or antagonists. We used a combination of three cell assays to limit the risk of false positives. Combined with genome-wide analyses of gene expression, our data indicate that, unlike estrogenic disruptors, THD do not frequently act as agonists or antagonists of the nuclear receptors of TH, but rather exert a partial and indirect influence on T3 response.

## Results

### Transactivation assays

A set of 39 pesticides was selected among pesticides, which are of common or limited use in agriculture (Crepet et al., 2013; Medina-Pastor et al., 2020) and covers the main class of pesticides: carbamates, neonicotinoids, organochlorines, organophosphates, pyrethroids, quinolones, strobilurins, and triazols (Table S1). Two reporter cell lines which were previously characterized (Guyot et al., 2014) were used to test their ability to interfere with T3 signaling. They offer complementary advantages: C17.2α-Hrluc cells are murine cells of neural origin. They host a reporter construct based on the natural promoter of the *Hairless* gene, a well-characterized target gene of TRα1. HEK293–Gal4TRα1luc cells derive from a human fetal kidney cell line. They express a hybrid receptor, which can upregulate a UAS-luciferase reporter, also integrated in the cell genome, after binding of T3 to the C-terminal domain of TRα1. Although this artificial setting does not consider all the molecular events, which can potentially interfere with TRα1-mediated transactivation, it is also more sensitive to T3. We first determined the maximal tolerable concentration for the two reporter cell lines, defined as 10% of the lowest concentration with visible toxicity (Table S1). Two inhibitory TRα1 ligands were used as positive controls (Figure S1): NH-3 prevents the interaction of TRα1 with both coactivators and corepressors (Nguyen et al., 2002) and thus prevents both the T3-induced response and the transcriptional repression exerted by TRα1 in absence of T3. 1-850 is a competitive antagonist (Schapira et al., 2000). Each reporter cell line was used in two modes: either in the absence or presence of T3, to respectively identify TRα1 agonists and antagonists. In each case, negative controls, which were performed with equal amount of solvent, were used as reference. Overall the variability of the measured T3 response was ±10% which allowed us to define thresholds beyond which luciferase activity was considered as significantly altered. A subset of the selected pesticides was active on C17.2α-Hrluc (Table 1) and or HEK293–Gal4TRα1luc cells (Table 2) either in the absence or the presence of T3. In these assays, both 1-850 and NH-3 act as antagonists, reducing luciferase activity in the presence of T3. By contrast, most active pesticides exert a negative influence on luciferase activity in both the absence and presence of T3. This suggests that these are not true TRα1 antagonists but unspecific inhibitors of the reporter systems, which should be considered as false positives.

**Table 1:** Antagonist activity of selected chemicals on C17.2α-Hrluc reporter cells

Molarity of chemical	10-8M		10-7M		10-6M		10-5M	
T3 10-8M	–	+	–	+	–	+	–	+
1-850	1.23 ± 0.04	1.13 ± 0.04	1.15 ± 0.08	1.09 ± 0.02	1.09 ± 0.06	1.14 ± 0.06	**0.87 ± 0.03**	**0.83 ± 0.03**
NH3	1.16 ± 0.03	1.11 ± 0.06	1.22 ± 0.07	1.06 ± 0.03	1.29 ± 0.02	0.90 ± 0.02	0.90 ± 0.05	**0.50 ± 0.06**
Azoxystrobin			1.24 ± 0.13	1.07 ± 0.12	0.99 ± 0.2	1.04 ± 0.26	**0.40 ± 0.02**	0.85 ± 0.07
Benoxacor					0.95 ± 0.15	0.95 ± 0.12	1.09 ± 0.16	1.01 ± 0.08
Beta Endosulfan	1.02 ± 0.04	0.97 ± 0.07	1.16 ± 0.19	0.99 ± 0.10	1.01 ± 0.13	0.79 ± 0.07		
Bifenthrin			0.84 ± 0.04	1.10 ± 0.07	**0.69 ± 0.10**	1.15 ± 0.12	**0.59 ± 0.10**	**0.82 ± 0.10**
Bitertanol	0.89 ± 0.06	0.87 ± 0.09	0.88 ± 0.01	1.20 ± 0.11	0.86 ± 0.04	1.02 ± 0.17	0.87 ± 0.09	1.07 ± 0.02
Captafol			0.89 ± 0.07	0.97 ± 0.17	0.95 ± 0.16	1.00 ± 0.16		
Captan			1.02 ± 0.13	0.93 ± 0.12	1.01 ± 0.06	0.79 ± 0.13		
Chlorothalonil			1.15 ± 0.2	0.93 ± 0.05	**1.44 ± 0.05**	0.84 ± 0.06		
Chlorpyriphos							**0.66 ± 0.21**	**0.63 ± 0.07**
Chlorpyriphos methyl							**0.67 ± 0.15**	**0.64 ± 0.17**
Cypermethrin							0.81 ± 0.07	**0.65 ± 0.13**
Dichlorodiphenyltrichloroethane					1.06 ± 0.05	0.92 ± 0.06		
Deltamethrin							**0.78 ± 0.04**	**0.78 ± 0.21**
Dieldrin	0.83 ± 0.08	1.10 ± 0.22	**0.83 ± 0.03**	0.96 ± 0.17	**0.60 ± 0.11**	**0.71 ± 0.16**		
Dienochlor			1.04 ± 0.13	1.02 ± 0.01	0.95 ± 0.17	0.99 ± 0.06		
Dinoseb					**0.75 ± 0.10**	0.79 ± 0.14		
Disulfoton	0.95 ± 0.07	0.84 ± 0.07	0.97 ± 0.04	0.83 ± 0.07	0.92 ± 0.07	0.77 ± 0.05	0.92 ± 0.13	0.84 ± 0.09
Emamectin benzoate			0.94 ± 0.1	0.83 ± 0.04	**0.79 ± 0.06**	**0.67 ± 0.08**		
Fenitrothion			0.91 ± 0.08	1.06 ± 0.21	0.89 ± 0.10	0.90 ± 0.07	**0.53 ± 0.04**	**0.49 ± 0.06**
Folpet					1.09 ± 0.09	**0.79 ± 0.07**	1.09 ± 0.17	0.98 ± 0.21
Formetanate hydroxide	1.01 ± 0.05	1.01 ± 0.16	1.06 ± 0.07	0.96 ± 0.09	1.13 ± 0.07	0.89 ± 0.08	1.14 ± 0.15	0.87 ± 0.08
Imidacloprid			**0.70 ± 0.12**	0.90 ± 0.33	**0.77 ± 0.06**	0.84 ± 0.12	**0.67 ± 0.09**	**0.72 ± 0.09**
Indoxacarb	1.04 ± 0.15	0.85 ± 0.04	1.12 ± 0.10	0.91 ± 0.10	0.99 ± 0.14	0.92 ± 0.10		
Malathion							**0.73 ± 0.13**	**0.71 ± 0.08**
Penconazole			1.03 ± 0.09	1.04 ± 0.07	0.95 ± 0.10	1.04 ± 0.07	**0.48 ± 0.04**	**0.23 ± 0.01**
Phosalone^a^			1.27 ± 0.10	1.09 ± 0.03	1.17 ± 0.08	1.16 ± 0.03	1.00 ± 0.05	0.55 ± 0.07
Picoxystrobin			1.19 ± 0.11	**0.57 ± 0.24**	0.61 ± 0.1	**0.49 ± 0.01**		
Piperonyl butoxide			**0.69 ± 0.08**	**0.69 ± 0.15**	**0.45 ± 0.05**	**0.57 ± 0.01**	**0.46 ± 0.07**	**0.49 ± 0.03**
Protioconazol	1.15 ± 0.19	1.30 ± 0.13	1.21 ± 0.15	1.18 ± 0.1	1.25 ± 0.12	1.13 ± 0.02		
Pyraclostrobin	0.94 ± 0.03	0.93 ± 0.15	**0.79 ± 0.06**	**0.64 ± 0.1**	**0.53 ± 0.01**	0.88 ± 0.21		
Pyridaben					**0.45 ± 0.01**	**0.45 ± 0.11**		
Quinoxyfen			**0.72 ± 0.05**	**0.68 ± 0.05**	**0.55 ± 0.01**	**0.60 ± 0.02**	**0.44 ± 0.04**	**0.44 ± 0.10**
Tau-fluvalinate							1.09 ± 0.26	**0.76 ± 0.03**
Tris(1,3-dichloro-2-propyl)phosphate	1.26 ± 0.19	1.16 ± 0.04	1.28 ± 0.21	1.14 ± 0.02	1.28 ± 0.16	0.98 ± 0.04		
Thiram					1.29 ± 0.29	1.19 ± 0.06		
Triclosan^a^	1.06 ± 0.12	0.83 ± 0.04	1.00 ± 0.12	0.83 ± 0.02	1.11 ± 0.07	0.83 ± 0.08	0.94 ± 0.07	**0.74 ± 0.06**
Trifloxystrobin					**0.64 ± 0.07**	**0.66 ± 0.04**		
Vinclozolin	0.92 ± 0.14	0.90 ± 0.02	0.81 ± 0.10	0.93 ± 0.05	0.90 ± 0.02	0.87 ± 0.08	0.93 ± 0.05	0.92 ± 0.14
Ziram					1.14 ± 0.26	1.05 ± 0.10		

Data are the relative activity compared to a matched control with equal concentration of the DMSO solvent (0.1%).

a Actual concentration is half of the one indicated. Bold characters indicate deviation from controls, by at least 10%. All concentrations are <10% of the cytotoxic dose.

**Table 2:** Activity of selected chemicals on HEK293–Gal4TRα1luc reporter cells

Molarity of chemical	10-8M		10-7M		10-6M		10-5M	
T3 10-9M	–	+	–	+	–	+	–	+
1-850	0.93 ± 0.06	0.96 ± 0.00	0.91 ± 0.01	1.02 ± 0.05	0.89 ± 0.02	0.97 ± 0.07	**0.70 ± 0.02**	**0.23 ± 0.02**
NH3	0.94 ± 0.06	0.94 ± 0.01	1.03 ± 0.03	0.90 ± 0.03	**1.44 ± 0.2**	**0.53 ± 0.07**		
Azoxystrobin	1.15 ± 0.09	0.80 ± 0.03	1.04 ± 0.16	0.89 ± 0.07	1.12 ± 0.24	1.09 ± 0.12	**0.69 ± 0.02**	**0.51 ± 0.02**
Benoxacor	0.79 ± 0.13	0.92 ± 0.06	0.95 ± 0.09	0.95 ± 0.03	1.07 ± 0.08	0.99 ± 0.03		
Beta Endosulfan	0.97 ± 0.05	1.01 ± 0.05	0.93 ± 0.08	0.90 ± 0.01	0.99 ± 0.04	0.92 ± 0.07		
Bifenthrin							0.96 ± 0.13	1.12 ± 0.02
Bitertanol	0.87 ± 0.03	0.94 ± 0.05	0.87 ± 0.04	0.99 ± 0.05	0.89 ± 0.08	0.97 ± 0.04		
Captafol	**0.63 ± 0.15**	**0.70 ± 0.05**	**0.80 ± 0.1**	**0.66 ± 0.04**	0.98 ± 0.02	0.84 ± 0.14		
Captan	0.86 ± 0.06	**0.84 ± 0.04**	0.90 ± 0.01	**0.70 ± 0.02**	0.96 ± 0.04	0.84 ± 0.07		
Chlorothalonil	**0.71 ± 0.08**	**0.34 ± 0.08**	**0.38 ± 0.06**	**0.33 ± 0.03**	**0.35 ± 0.05**	**0.31 ± 0.06**		
Chlorpyriphos							0.89 ± 0.01	0.96 ± 0.11
Chlorpyriphos methyl							0.95 ± 0.13	0.88 ± 0.02
Cypermethrin							1.01 ± 0.01	0.89 ± 0.13
Dichlorodiphenyltrichloroethane			0.88 ± 0.08	1.11 ± 0.12				
Deltamethrin							**0.80 ± 0.02**	**0.80 ± 0.07**
Dieldrin^a^					1.16 ± 0.04	1.31 ± 0.07	1.05 ± 0.07	1,38 ± 0.10
Dienochlor					0.89 ± 0.01	**0.55 ± 0.07**		
Dinoseb	1.29 ± 0.03	1.05 ± 0.12	**0.76 ± 0.09**	**0.78 ± 0.02**	**0.81 ± 0.08**	**0.87 ± 0.09**		
Disulfoton	**1.60 ± 0.01**	**0.70 ± 0.05**	0.85 ± 0.45	**0.74 ± 0.08**	**0.67 ± 0.07**	**0.63 ± 0.01**	**1.56 ± 0.10**	0.84 ± 0.12
Emamectin benzoate	0.92 ± 0.10	0.89 ± 0.09	0.93 ± 0.07	**0.76 ± 0.10**	0.92 ± 0.09	**0.82 ± 0.05**		
Fenitrothion^a^					1.03 ± 0.06	0.99 ± 0.12	1.04 ± 0.20	1.16 ± 0.17
Folpet	0.87 ± 0.04	0.82 ± 0.05	0.95 ± 0.07	0.83 ± 0.08	0.98 ± 0.04	0.91 ± 0.07		
Formetanate Hydrochloride	0,97 ± 0.04	**1.26 ± 0.05**	0.97 ± 0.02	**1.23 ± 0.03**	1.04 ± 0.09	1.14 ± 0.07		
Imidacloprid							1.01 ± 0.16	1.04 ± 0.02
Indoxacarb	1.02 ± 0.11	0.90 ± 0.09	0.98 ± 0.07	0.90 ± 0.05	1.04 ± 0.02	0.91 ± 0.03		
Malathion							0.96 ± 0.06	0.97 ± 0.01
Penconazole^a^					0.87 ± 0.09	0.99 ± 0.09	1.08 ± 0.16	0.99 ± 0.04
Phosalone^a^					1.04 ± 0.1	1.14 ± 0.07	**0.68 ± 0.10**	**0.65 ± 0.02**
Picoxystrobin	1.02 ± 0.05	1.25 ± 0.29	0.95 ± 0.27	1.09 ± 0.04	**0.81 ± 0.05**	0.94 ± 0.10		
Piperonyl butoxide							**1.27 ± 0.02**	1.04 ± 0.21
Protioconazol	0.93 ± 0.08	1.16 ± 0.06	0.87 ± 0.10	1.15 ± 0.03	0.88 ± 0.04	1.21 ± 0.15		
Pyraclostrobin	0.98 ± 0.11	0.99 ± 0.15	0.98 ± 0.07	0.97 ± 0.14	1.01 ± 0.11	**0.54 ± 0.01**		
Pyridaben	0.90 ± 0.08	0.95 ± 0.01	**0.82 ± 0.04**	**0.76 ± 0.02**	**0.82 ± 0.02**	**0.86 ± 0.05**	0.86 ± 0.06	**0.80 ± 0.01**
Quinoxyfen^a^					0.96 ± 0.09	0.91 ± 0.40	**1.20 ± 0.06**	**0.65 ± 0.05**
Tau-fluvalinate							1.07 ± 0.04	1.11 ± 0.09
Tris(1,3-dichloro-2-propyl)phosphate	**0.70 ± 0.02**	0.80 ± 0.16	**0.67 ± 0.05**	0.95 ± 0.06	**0.68 ± 0.10**	0.97 ± 0.29		
Thiram	0.92 ± 0.06	**0.60 ± 0.21**	0.95 ± 0.10	**0.45 ± 0.06**				
Triclosan	0.98 ± 0.10	1.03 ± 0.04	0.96 ± 0.14	1.07 ± 0.08	1.02 ± 0.06	1.08 ± 0.08	1.03 ± 0.04	1.09 ± 0.10
Trifloxystrobin	1.02 ± 0.12	0.84 ± 0.07	0.83 ± 0.06	1.13 ± 0.07	0.92 ± 0.04	1.15 ± 0.11		
Vinclozolin	1.11 ± 0.11	**0.56 ± 0.02**	1.01 ± 0.02	**0.76 ± 0.06**	1.00 ± 0.24	**0.76 ± 0.02**	0.96 ± 0.07	**0.71 ± 0.02**
Ziram	1.01 ± 0.09	0.82 ± 0.02	**0.49 ± 0.02**	**0.52 ± 0.02**				

Data are the relative activity compared to a matched control, from the same cell batch, with equal concentration of the DMSO solvent (0.1%).

a Actual concentration is half of the one indicated.. Bold characters indicate deviation from controls, by at least 10%. All concentrations are <10% of the cytotoxic dose.

### Two hybrid corepressor interaction

We reasoned that the existence of such false positives would be identified with a third assay in which the addition of antagonists increases, rather than decreases, the luciferase activity. This was achieved in a two hybrid assay, in which cells were transfected to test the interaction between two hybrid proteins as previously described: the Gal4NcoR, which binds DNA at UAS elements, and the VP16TRα1 transactivator. In this setting, the addition of T3 results in the destabilization of the interaction between the two proteins. By contrast to what happens in both previous transactivation assays, T3 produced a reduction of luciferase activity, as expected from previous data (Bochukova et al., 2012; le Maire et al., 2020). Reciprocally, supplementation with the TR antagonist 1-850 increased the luciferase activity in presence of T3 (Figure S1). We ran this assay for the pesticides that were active in the previous assays (Table 3). Few of the tested products behaved as TRα1 antagonists in this assay. However, the behavior of these chemicals did not match the results obtained in other tests. This is illustrated by disulfoton, which increases luciferase activity at high concentration in this assay, as antagonists do. However, disulfoton does not show antagonist activity in the second test (Table 2) in which it rather behaves as an agonist, upregulating the reporter expression in absence of T3. Although several chemicals were active in the two hybrid test, the changes in luciferase activity were in several cases not significantly different when T3 was added to the medium. This suggests that some chemicals, for example deltamethrin and phosalone, interfere with the reporter system without being TRα1 agonists or antagonists. By contrast, pyraclostrobin activity showed some similarity to the one of NH-3, reducing the interaction between TRα1 and NcoR in absence of T3. This suggested that this pesticide could be a TRα1 agonist. However, taken together (Table S2) the reporter tests did not univocally identify TRα1 agonists/antagonists. We thus used RT-qPCR to address more directly the influence of pesticides on C17.2α cells, on the expression of 2 well-characterized TRα1 target genes: *Klf9* and *Hairless.* In this experiment, the reference antagonists 1-850 and NH-3 clearly limited the response to T3 (Table 4). While we expected that mRNA levels would mirror the results of the first test, this was only the case for the 1-850 and NH-3 reference antagonists. For example quinoxyfen had a negative effect on the reporter expression in C17.2α-Hrluc cells (Table 1) but did not modify the *Hr* mRNA level in C17.2α cells. Owing to the possible presence of confounding artifacts inherent to luciferase-based assays, the divergence between the assays results precludes firm conclusions. The discrepancies between the tests rather suggest a complex situation, in which the tested pesticides modify luciferase activity without necessarily binding to the TRα1 ligand binding domain.

**Table 3:** Capacity to displace the NcoR corepressor from the TRα1 ligand binding domain

Molarity of chemical	10-8M		10-7M		10-6M		10-5M	
T3 10-9M	–	+	–	+	–	+	–	+
1-850	1.06 ± 0.08	1.06 ± 0.03	1.09 ± 0.08	0.98 ± 0.05	1.13 ± 0.05	1.13 ± 0.19	**0.84 ± 0.01**	**1.76 ± 0.10**
NH3	1.11 ± 0.05	0.93 ± 0.03	**0.79 ± 0.05**	**0.73 ± 0.03**	**0.54 ± 0.02**	0.79 ± 0.05	**0.66 ± 0.06**	**1.37 ± 0.05**
Beta Endosulfan	1.04 ± 0.04	1.15 ± 0.07	1.11 ± 0.04	1.22 ± 0.26	1.19 ± 0.15	1.20 ± 0.07		
Dienochlor	1.33 ± 0.25	1.22 ± 0.14	0.85 ± 0.07	0.79 ± 0.14				
Disulfoton	0.79 ± 0.15	1.15 ± 0.12	1.07 ± 0.10	1.20 ± 0.11	1.03 ± 0.14	1.11 ± 0.09	1.03 ± 0.01	**1.20 ± 0.02**
Formetanate Hydrochloride	1.05 ± 0.11	0.93 ± 0.02	0.93 ± 0.08	**0.84 ± 0.04**	0.98 ± 0.18	**0.70 ± 0.02**		
Indoxacarb	1.07 ± 0.11	1.17 ± 0.07	1.09 ± 0.08	1.11 ± 0.08	0.90 ± 0.08	0.89 ± 0.05		
Piperonyl butoxide	1.19 ± 0.26	1.39 ± 0.16	1.09 ± 0.36	0.97 ± 0.14	**1.6 ± 0.27**	**0.51 ± 0.11**		
Protioconazol	1.19 ± 0.10	0.57 ± 0.31	**1.32 ± 0.13**	**0.75 ± 0.11**	1.19 ± 0.12	0.93 ± 0.27		
Pyraclostrobin	**0.81 ± 0.04**	**0.77 ± 0.00**	**0.64 ± 0.03**	**0.89 ± 0.27**				
Pyridaben	0.98 ± 0.15	0.96 ± 0.06	**0.71 ± 0.09**	**0.72 ± 0.02**	**0.77 ± 0.17**	**0.77 ± 0.02**	**0.76 ± 0.13**	**0.65 ± 0.03**
Tris(1,3-dichloro-2-propyl)phosphate	0.93 ± 0.08	0.82 ± 0.14	0.84 ± 0.01	0.90 ± 0.06	0.89 ± 0.05	0.96 ± 0.18		
Triclosan	1.28 ± 0.23	1.05 ± 0.08	**1.64 ± 0.28**	**1.46 ± 0.04**	**1.51 ± 0.16**	1.26 ± 0.43		
Vinclozolin	1.00 ± 0.10	1.09 ± 0.20	0.93 ± 0.09	1.00 ± 0.17	1.03 ± 0.12	1.02 ± 0.07	**0.81 ± 0.02**	0.96 ± 0.02

Data are the relative activity compared to a matched control with equal concentration of the DMSO solvent. Bold characters indicate deviation from controls, by at least 10%. All concentrations are <10% of the cytotoxic dose.

**Table 4:** RT-qPCR measurement of *Hairless* and *Klf9* mRNA T3 response

Molarity of chemical		10-9M	10-8M	10-7M	10-6M	10-5M
1-850	*Hairless*					0.45
	*Klf9*					0.57
NH3	*Hairless*				0.58	
	*Klf9*				0.58	
Azoxystrobin	*Hairless*			0.92	0.93	
	*Klf9*		0.61	1.38	1.25	
Dienochlor	*Hairless*		0.66	0.84	0.87	
	*Klf9*		0.97	0.45	0.41	
Fenitrothion	*Hairless*		1.97	1.18	1.10	
	*Klf9*		1.66	1.18	0.94	
Phosalone	*Hairless*			1.66	1.26	
	*Klf9*			1.25	1.20	
Picoxystrobin	*Hairless*		1.69	1.17	2.68	
	*Klf9*		1.33	1.35	1.20	
Piperonyl butoxide	*Hairless*		1.04	0.93	1.10	
	*Klf9*		1.31	1.00	1.07	
Pyraclostrobin	*Hairless*		1.78	2.42	1.26	
	*Klf9*		1.19	1.18	0.96	
Quinoxyfen	*Hairless*			0.99	0.93	
	*Klf9*			0.96	0.89	
Trifloxystrobin	Hairless	0.36	0.82	1.04	1.19	
	Klf9	1.14	1.23	1.16	1.19	

Relative response of mRNA levels compared to control without pesticide (induction rate by T3 in the presence of pesticide/induction rate by T3 in absence of T3). T3 is added at 10^−9^M and chemicals at the indicated molarity.

### Transcriptome analysis

To gain a broader and unbiased view of the influence of the complex response of neural cells to the tested chemicals, we selected 7 pesticides which produced the most visible effects in the reporter tests for a genome-wide analysis of gene expression: pyperonyl butoxide, pyridaben, emamectin benzoate, and 3 strobilurins (picoxystrobin, pyraclostrobin, and trifloxystrobin). We first used human neuroblastoma cell line SH-SY5Y, and whole-genome Ampliseq to analyze the response to the pesticides, to T3, and the interference between the two responses. The concentration of pesticides was as high as possible, i.e. 10-fold lower that the lowest cytotoxic concentration. According to differential expression analysis (Deseq2) the compounds except piperonyl butoxide had a significant influence on gene expression (Figure 1A and data not shown). However, there was no indication that TH response was altered as most of the disrupted genes were not responsive to T3. Nevertheless, pyraclostrobin exerts a broad influence on gene expression, which includes an interference with the TH response for some of the T3-responsive genes (Figure 1B).

**Figure 1:**
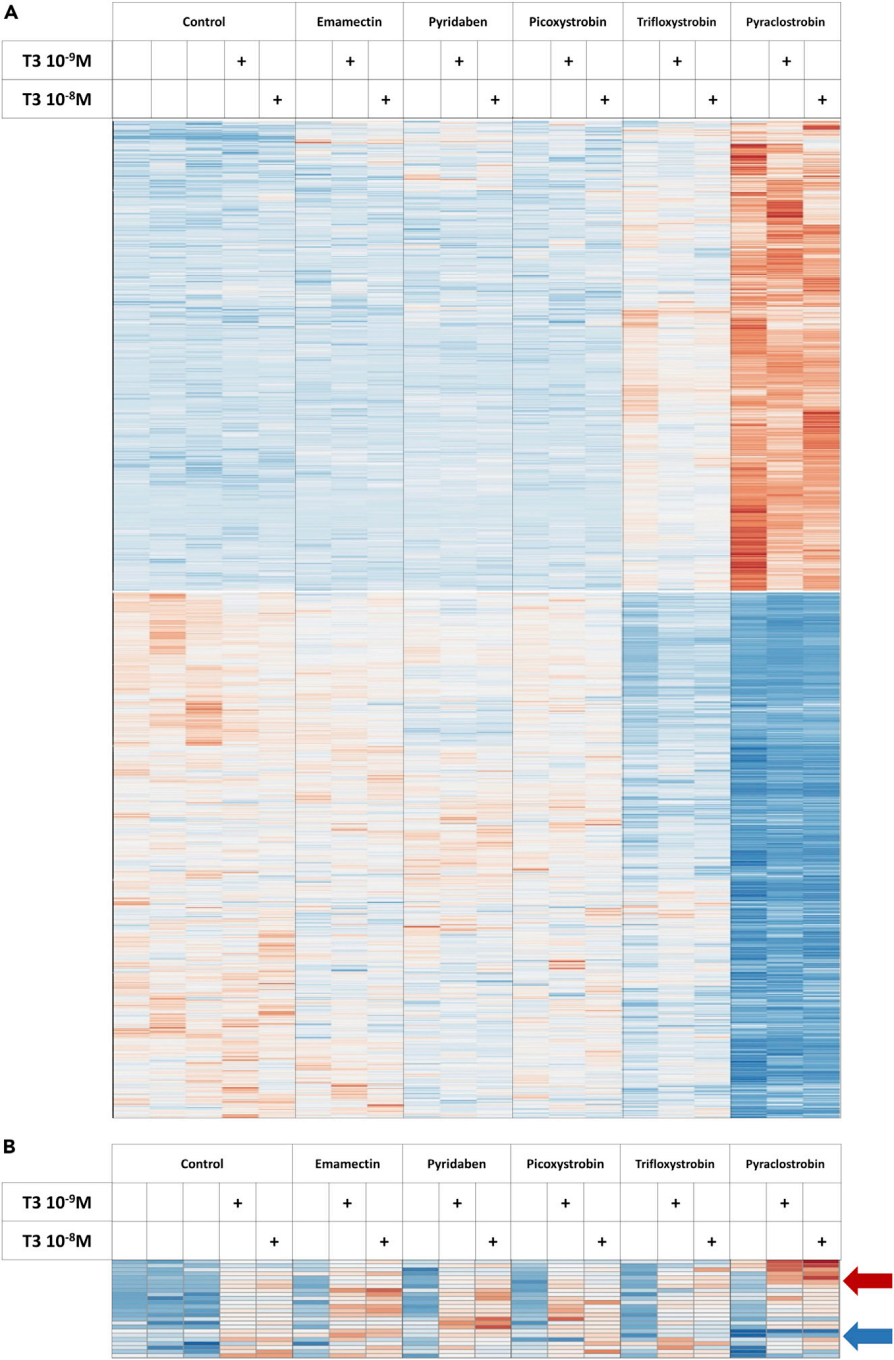
Genome-wide analysis of the pesticides and thyroid hormone response of SHSY5Y human neuroblastoma cells The heatmaps represent the result of a clustering analysis for the response of SHSY5Y human neuroblastoma cells to pesticides and thyroid hormone. Data were normalized and scaled independently for each gene, with the same color code (red: above mean; white: mean; blue: below mean). Ampliseq results obtained from cells exposed to a pesticide (10^−6^M), in absence or in presence of T3 at the indicated concentration. All cDNA libraries were prepared from a single experiment (Run 1 Data S1). Differential expression analysis (Deseq2; First factor pesticide, second factor: T3. Adjusted p value <0.05) identified a number of genes which expression is sensitive to the presence of pesticide (Emamectin: 336 genes; Pyridaben: 225 genes; Picoxystrobin 57 genes; Trifloxystrobin: 5856 genes; Pyraclostrobin: 7290 genes). The reciprocal analysis analysis (Deseq2; First factor T3, second factor: pesticide. Adjusted p value <0.05) identified 25 T3-responsive genes. (A) Pesticide response. Only the 1130 genes displaying at least a 2-fold response to one of the pesticides are included. (B) T3 response. Differential expression analysis (Deseq2; First factor pesticide, second factor: T3. Adjusted p value <0.05) identified a set of 24 genes which were upregulated by T3 in this experiment. All of them have been previously found to be T3-responsive also in C17.2α cells (Chatonnet et al., 2013; Guyot et al., 2014). No systematic bias is observed, which would be expected if one of the pesticide was a TRα1 ligand. Note however that the response to T3 of a subset of genes is sensitive to the presence of pyraclostrobin. A subset of genes becomes more sensitive to T3 stimulation (red arrow), while the T3 response of others is dampened (blue arrow).

As SH-SY5Y cells only display moderate TH response, they might not be well suited to identify a minor alteration of this signaling pathway. We thus repeated the experiment for pyraclostrobin and piperonyl butoxide on mouse C17.2α neural cells, as these compounds were active in all reporter tests but with a puzzling pattern. RNA-seq confirmed that these cells, which have been engineered to overexpress TRα1, displayed a robust response to TH (Chatonnet et al., 2013; Guyot et al., 2014). Piperonyl butoxide had a detectable influence on gene expression in these cells. Although T3 had a moderate effect on the response of genes to piperonyl butoxide (Figure 2A) there was no visible reciprocal influence of piperonyl butoxide on the main T3 response genes (Figures 2A and 2B). Pyraclostrobin altered the expression of a larger set of genes (Figure 2C). Although, this pesticide did not systematically alter the cellular response to T3, it potentiated the action of T3 for a subset of T3-responsive genes, and exerted the opposite effect for another subset of these genes (Figure 2D) as already supported by the previous analysis on SH-SY5Y cells. The significance of the influence of the two pesticides on T3 response was addressed using gene set enrichment analysis (GSEA). We used this sensitive non-parametric method to analyze the distribution of the T3-responsive genes within the list of all expressed genes, ranked according to their response to pesticide. The list of genes that are upregulated by T3 in the present experiment was first defined by differential expression analysis. GSEA showed no significant effect of piperonyl butoxide on these genes in absence of T3. On the opposite, it indicated a positive influence of pyraclostrobin on T3-induced genes (p value: 0.02) suggesting a trend toward an agonist-like effect (Figure S2A). As already observed in the clustering analysis, this effect only concerned a subset of the T3-responsive genes.

**Figure 2:**
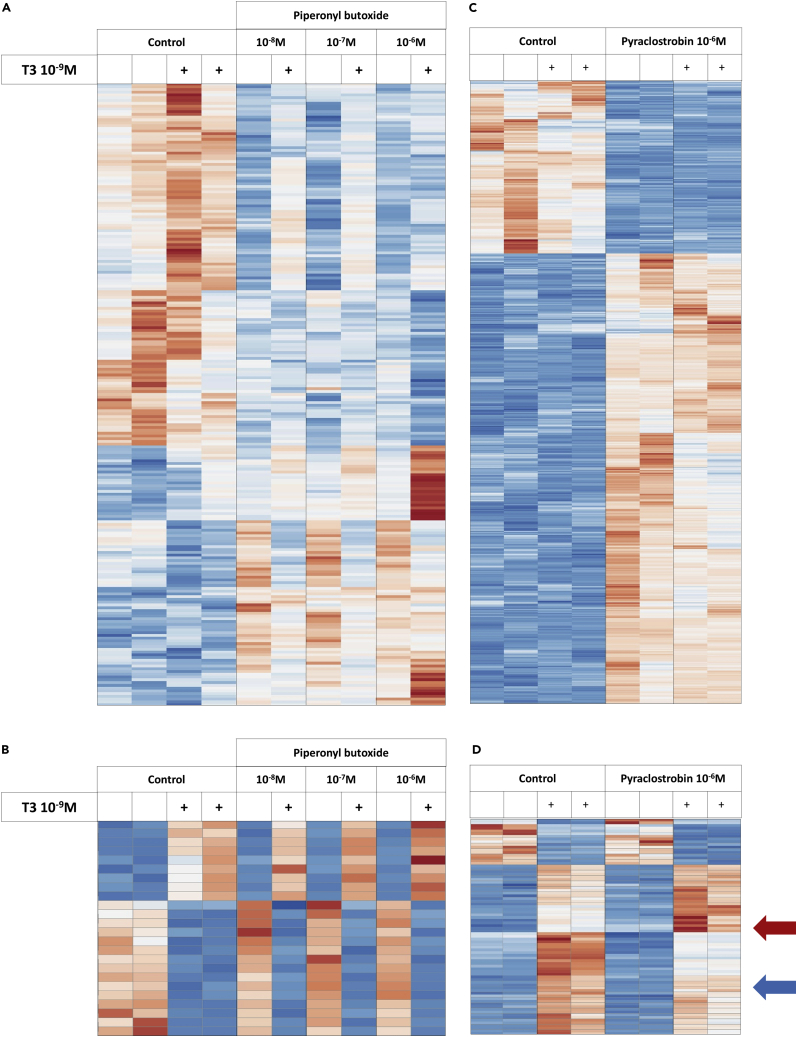
Transcriptome response of C17.2α cells to piperonyl butoxide, pyraclostrobin, and thyroid hormone (A and B) Ampliseq results obtained from cells exposed to piperonyl butoxide at different concentrations, in absence of in presence of T3. Data were normalized and scaled independently for each gene, with the same color code (red: above mean; white: mean; blue: below mean). All cDNA libraries were prepared from a single experiment (Run2, Data S1). Differential expression analysis (Deseq2; First factor pesticide, second factor: T3. Adjusted p value <0.05) identified a number of genes which expression is sensitive to the presence of piperonyl butoxide (10^−8^ 51 genes; 10^−7^ M 75 genes; 10^−6^ M 197 genes)). The reciprocal analysis analysis (Deseq2; First factor T3, second factor: pesticide. Adjusted p value <0.05) identified 25 T3-responsive genes. (A) Pesticide response. (B) T3 response. The clustering analysis does not highlight a systematic bias in T3 response, which would be expected if one of the pesticides was a TRα1 ligand. Note however that the response to piperonyl butoxide is clearly different in present of T3. (C and D) RNA-seq results obtained from cells exposed to Pyraclostrobin (10^−6^ M) in absence of in presence of T3. Only genes with at least a 2 fold-change in expression for one pesticide concentration are plotted (630 out of 4780). Note that the sensitivity to T3 is increased for a subset of genes (red arrow) and decreased for another subset (blue arrow). Data were normalized and scaled independently for each gene on each heatmap, with the same color code (red: above mean; white: mean; blue: below mean).

In all the previous experiments, pyraclostrobin stood out as a more active strobilurin. Whether the other strobilurins would exert a similar effect at higher concentrations, or were acting on different pathways, remained unclear. 

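C17.2α cells are mouse neural cells engineered to overexpress TRα1. For the experiment of Figure 3 they were exposed for 24 h, in the absence of T3, to the solvent DMSO or to a strobilurin. Azoxystrobin was tested at 100 and 1000 nM, and picoxystrobin, pyraclostrobin, and trifloxystrobin were tested at 30, 100, 300 and 1000 nM. RNA-seq data were obtained for 16 libraries, which are 2 DMSO libraries and 1 library for each concentration of a compound. No concentration was replicated. The concentrations of a compound were therefore grouped as its replicates, as the paper did, and a standard deviation within a compound includes its response to concentration. Figure 3 shows 15 of the libraries. Picoxystrobin at 1000 nM is not shown, and the paper's text gives no reason for leaving it out. The main results were computed over these 15 libraries and then over all 16. The authors prepared the libraries from total RNA with the SENSE kit (Lexogen), sequenced them from a single end, counted the reads on each gene with htseq-count, and deposited the counts without normalization. The paper's text does not name the aligner, the genome build or the annotation. The total count was 16180381 and 16956035 in the 2 DMSO libraries, and 16956035 and 13727277 for azoxystrobin at 100 and 1000 nM. It ranged from 14882735 to 18188099 for picoxystrobin (median 15995370), with 15204035 in the library at 1000 nM. It ranged from 12292390 to 17278217 for pyraclostrobin (median 15971685.5) and from 13044534 to 17818542 for trifloxystrobin (median 15760008). The second DMSO library and the azoxystrobin library at 100 nM held the same count for each of the 54658 genes listed, whereas any other pair of libraries differed in at least 22355 genes. Both labels were kept as deposited, so only 1 azoxystrobin library is independent of the controls. Counts were normalized by edgeR's TMM method. Values are given in CPM, the counts scaled to a common library size. Genes with an average over 10 CPM, 9747 over the 15 libraries, were tested with edgeR's quasi-likelihood test in a model with 1 level per compound. A gene was called when its adjusted p-value (Benjamini-Hochberg) was under 0.05. Across genes, the log2 change from DMSO was negatively correlated with the GC content of the longest transcript in the picoxystrobin libraries at 30, 100 and 300 nM (r = -0.634, -0.704 and -0.738). This correlation was 0.202 for picoxystrobin at 1000 nM. It was -0.402 for azoxystrobin at 100 nM, which holds the counts of the second DMSO library, so the 2 controls also differed along GC content. In the remaining libraries of the other compounds it lay between -0.39 and -0.0635. Results were therefore also computed with each library corrected for its trend on GC content and transcript length, a setting chosen after seeing the data, which can also remove responses that follow GC content.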

To address this question, we performed another RNA-seq analysis, testing the influence of the four strobilurines at different concentrations in the absence of T3. This analysis showed that the responses to the different strobilurins overlap, suggesting a shared mode of action. 

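Among the 15 libraries of Figure 3, 824 genes were called for both picoxystrobin and pyraclostrobin, against 469.4 expected if the calls for the 2 compounds were independent. Both lists of calls rest on the same 2 DMSO libraries and the same model, so they are not independent, and an excess of shared genes with the same direction is partly built in. Of these, 334 were higher and 489 were lower than in DMSO for both compounds, and 1 changed in opposite directions. Over all 16 libraries 6 genes were called for both compounds. With a separate edgeR fit for each compound no gene was called for pyraclostrobin (2538 at an unadjusted p-value under 0.05). None could therefore be shared. With separate DESeq2 fits, 778 genes were called for pyraclostrobin and 531 were shared. In 1 model of all compounds, DESeq2 gave 1066 shared genes. With edgeR after correction for GC content and transcript length, 150 genes were shared. No gene was called for azoxystrobin or trifloxystrobin, so their overlap was examined without a threshold. Across the 9747 tested genes, which are not independent replicates, the log2 fold changes of picoxystrobin and pyraclostrobin were correlated with Pearson's r = 0.613, which became 0.755 over all 16 libraries and 0.501 after the correction. Among the 6 pairs of compounds, r was 0.70 for pyraclostrobin and trifloxystrobin, 0.676 for picoxystrobin and trifloxystrobin (0.754 over all 16 libraries), and 0.574 for azoxystrobin and picoxystrobin (0.53 over all 16 libraries). It was 0.491 for azoxystrobin and trifloxystrobin and 0.33 for azoxystrobin and pyraclostrobin. After correction for GC content and transcript length, r was 0.626 for pyraclostrobin and trifloxystrobin, 0.591 for picoxystrobin and trifloxystrobin, 0.405 for azoxystrobin and picoxystrobin, 0.347 for azoxystrobin and trifloxystrobin, and 0.083 for azoxystrobin and pyraclostrobin. Both members of a pair are compared to the same 2 DMSO libraries, whose noise alone can give a positive r and a shared direction. The values expected from this noise alone were not computed. Relative to these shared controls, r and the shares of genes with the same direction thus cannot by themselves show an overlap of responses. With a different DMSO library for each compound, r was 0.339 or 0.699 for picoxystrobin and pyraclostrobin, 0.439 or 0.34 for pyraclostrobin and trifloxystrobin, and 0.149 or 0.641 for picoxystrobin and trifloxystrobin, depending on which DMSO library was used for which compound. For the pairs with azoxystrobin these values lay between -0.197 and 0.401. With no control, the change from 30 to 300 nM of picoxystrobin and that of pyraclostrobin had r = 0.0785. Of the genes called for pyraclostrobin, 98% changed in the same direction with trifloxystrobin and 83.9% with azoxystrobin, relative to the shared controls. Of the genes called for picoxystrobin, 92.4% changed in the same direction with trifloxystrobin and 88.8% with azoxystrobin (92.1% and 88.7% for the same genes over all 16 libraries). Because the azoxystrobin library at 100 nM repeats a DMSO library, the values for azoxystrobin partly reflect the controls. Without this library, a setting chosen after seeing the data, r with azoxystrobin was 0.458 for picoxystrobin, 0.376 for pyraclostrobin and 0.49 for trifloxystrobin. The direction was then the same for 81.1% of the genes called for picoxystrobin and 84.7% of those for pyraclostrobin. From the overlap of these responses, the paper proposes a shared mode of action of the strobilurins.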

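The libraries at 30 and 100 nM of a compound were compared to the 2 DMSO libraries, in a model that placed the higher concentrations in a separate level. Among the libraries of Figure 3, 2606 genes were called for picoxystrobin at 30 and 100 nM, of which 1179 were higher and 1427 lower than in DMSO. For pyraclostrobin at these concentrations 290 genes were called, 87 higher and 203 lower. No gene was called for trifloxystrobin, with 640 genes at an unadjusted p-value under 0.05. When picoxystrobin at 1000 nM was added to the model, where it shares a level with 300 nM and enters the common estimate of the spread, no gene was called for either compound, with 1945 genes at an unadjusted p-value under 0.05 for picoxystrobin and 989 for pyraclostrobin. With the correction for GC content and transcript length, the calls numbered 352 for picoxystrobin and 98 for pyraclostrobin.
Few genes lay over 2-fold from the DMSO mean at 30 and 100 nM. The 2 DMSO libraries differed from each other by over 2-fold in 2 of the 9761 genes with an average over 10 CPM in the 16 libraries. The number of genes over 2-fold from the DMSO mean was 2 at 30 nM and 1 at 100 nM for picoxystrobin, 2 at each of these concentrations for pyraclostrobin, and 1 and 13 for trifloxystrobin. At 300 nM it was 75 for picoxystrobin, 145 for pyraclostrobin and 1 for trifloxystrobin. At 1000 nM it was 282 for pyraclostrobin, 1 for trifloxystrobin and 0 for azoxystrobin, and 32 for picoxystrobin, the library that Figure 3 does not show. These counts have no replicate check.

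**Figure D1:**
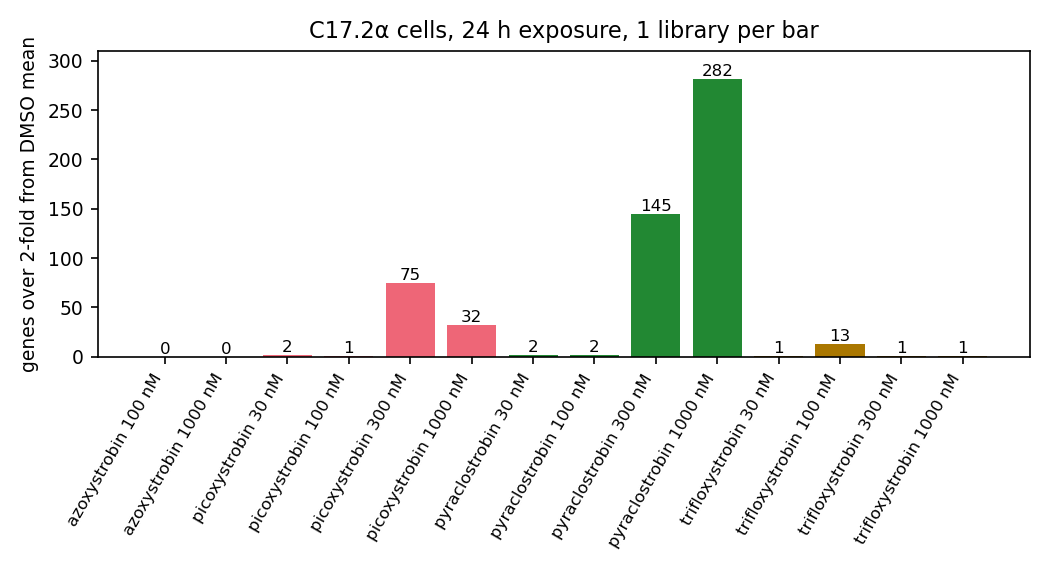
Number of genes over 2-fold from the mean of the 2 DMSO libraries (vertical axis) in each exposed library (horizontal axis, compound and concentration), among 9761 genes. Each bar is 1 library. The bars of pyraclostrobin reach 145 and 282 genes at 300 and 1000 nM, and those of picoxystrobin 75 and 32 genes.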

Like pyraclostrobin, picoxystrobin was active at low concentration. However, a subset of genes seemed to respond differently to these two compounds (Figure 3).

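The difference between the 2 compounds was tested directly, with the 4 pyraclostrobin libraries against the 3 picoxystrobin libraries of Figure 3. The test called 2329 genes, of which 1191 were higher and 1138 lower with pyraclostrobin. Over all 16 libraries, with picoxystrobin at 1000 nM, it called 3 genes. At the concentrations that Figure 3 shows for both compounds (30, 100 and 300 nM), it called 709 genes, and 826 with the concentration as a block. After correction for GC content and transcript length it called 841 genes.
Among the genes that separated every pyraclostrobin library from every picoxystrobin library of Figure 3, the largest differences were those of Cdkn1a, Notch3 and Gm42664. Positions are those of GENCODE M21 on GRCm38. Cdkn1a lies on chromosome 17 from 29090976 to 29100727. It measured 36.4, 47.8, 134 and 141 CPM at 30, 100, 300 and 1000 nM of pyraclostrobin, and 28.8 ± 1.85 (SD, n = 3) in the picoxystrobin libraries, against 41.0 ± 5.11 (SD, n = 2) in DMSO. Its log2 fold change between the compounds was 1.65 (standard error 0.358, adjusted p = 0.00831 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It measured 101 CPM with picoxystrobin at 1000 nM, and over all 16 libraries the log2 fold change was 0.94 (adjusted p = 0.321). Notch3 lies on chromosome 17 from 32120820 to 32166852. It rose from 16.8 to 57.5 CPM between 30 and 1000 nM of pyraclostrobin, against 14.7 ± 0.0921 (SD, n = 3) with picoxystrobin. In DMSO it measured 19.5 ± 5.28 CPM (SD, n = 2), above pyraclostrobin at 30 nM. Its log2 fold change between the compounds was 1.36 (standard error 0.32, adjusted p = 0.0112 from the same test). With picoxystrobin at 1000 nM it measured 45.5 CPM, and over all 16 libraries the log2 fold change was 0.75 (adjusted p = 0.377). With each library left out in turn, Cdkn1a and Notch3 were each called in 6 of 7 fits. Against DMSO, neither gene was called for pyraclostrobin (adjusted p = 0.0596 and 0.0725 from the same test) or for picoxystrobin (0.363 and 0.432). Gm42664, on chromosome 3 from 119743208 to 119746446, is annotated as a sense intronic transcript and lies within Ptbp2 on the same strand, so the counting can mix reads of both. It was lower with pyraclostrobin (9.15 ± 1.80 CPM, SD, n = 4) than with picoxystrobin (23.5 ± 0.425, SD, n = 3), with a log2 fold change of -1.35 (standard error 0.129, adjusted p = 0.000157), and was called in 7 of 7 such fits. It measured 12.6 CPM with picoxystrobin at 1000 nM, and over all 16 libraries its log2 fold change was -1.18 (adjusted p = 0.0243). Gm17276 overlaps Notch3 and AC167363.2 overlaps Cdkn1a on the opposite strand, and the paper does not state whether the counting used the strand.

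**Figure D2:**
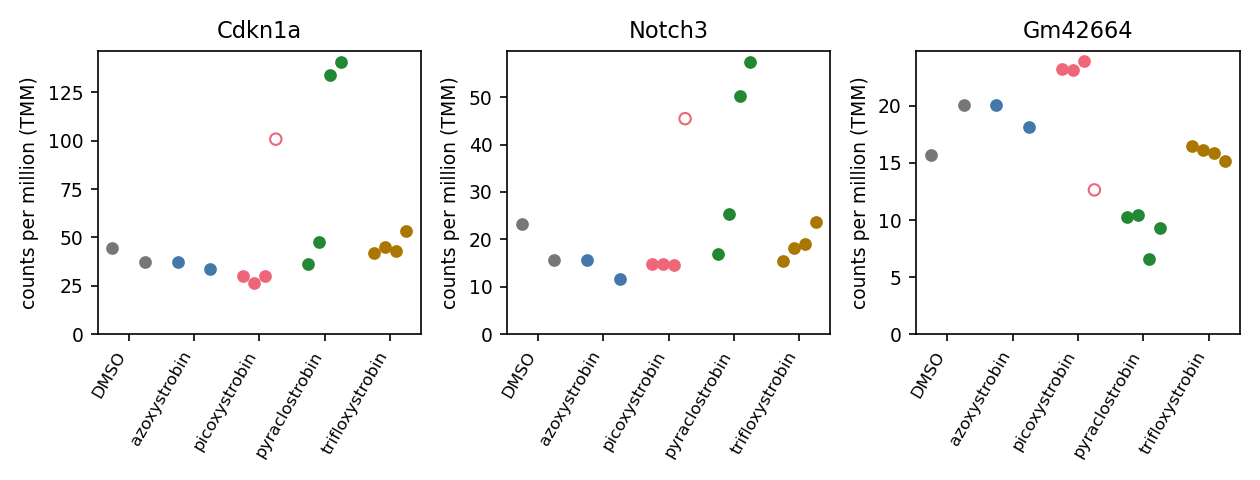
CPM (TMM, vertical axis) of Cdkn1a, Notch3 and Gm42664 in each library, grouped by compound and ordered by rising concentration within a compound. Each point is 1 library, and the open circle is picoxystrobin at 1000 nM, which measured 101, 45.5 and 12.6 CPM and lies apart from the other picoxystrobin libraries.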

**Figure 3:**
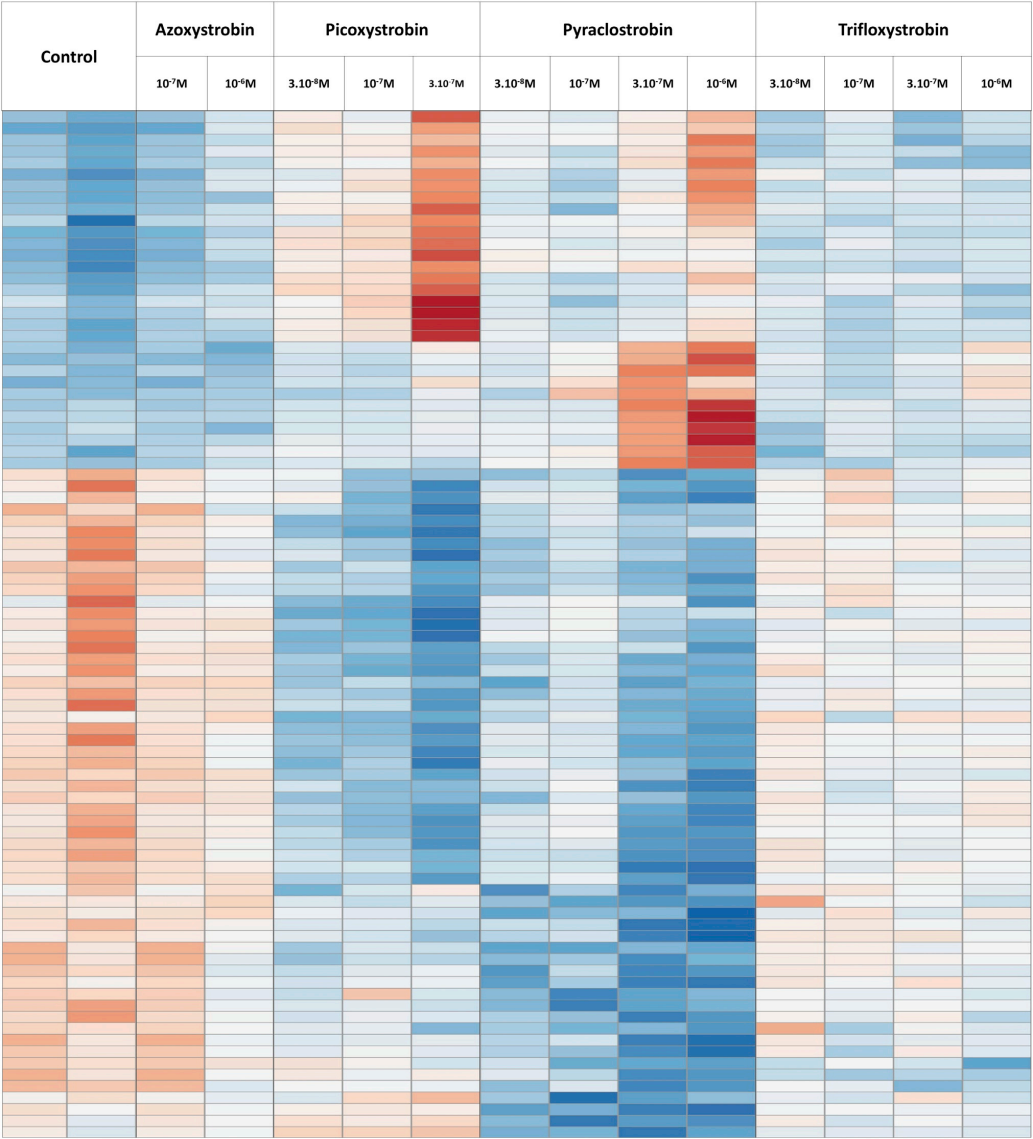
Transcriptome response of C17.2α cells to strobilurins in absence of thyroid hormone Differentially expressed genes were identified by comparing all exposed samples to controls (Deseq2 1 factor, adjusted p value <0.05) after exposing C17.2α to growing concentrations of either azoxystrobin (4 genes), picoxystrobin (3065 genes), pyraclostrobin (962 genes), or trifloxystrobin (272 genes). Only the 90 genes for which a fold-change >2 was measured for at least one pesticide were included in the clustering analysis. Data were normalized and scaled independently for each gene, with the same color code (red: above mean; white: mean; blue: below mean). All cDNA libraries were prepared from a single experiment (Run2, Data S1).

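In the libraries of Figure 3, edgeR's quasi-likelihood test of all exposed libraries of a compound against DMSO called no gene for azoxystrobin, with 31 genes at an unadjusted p-value under 0.05, and no gene for trifloxystrobin, with 319 genes at an unadjusted p-value under 0.05. It called 2894 genes for picoxystrobin, 1391 higher and 1503 lower than in DMSO, and 1581 genes for pyraclostrobin, 690 higher and 891 lower. With DESeq2 on the same libraries, the calls were 3195 for picoxystrobin and 2094 for pyraclostrobin, and none for azoxystrobin and trifloxystrobin. Over all 16 libraries edgeR called 9 and 372 genes. With each library of the compound left out in turn, the calls ranged from 1129 to 2903 for picoxystrobin and from 264 to 2819 for pyraclostrobin. After correction for GC content and transcript length, 439 genes were called for picoxystrobin and 808 for pyraclostrobin. Among the genes for which every library of Figure 3 lay on the same side of both DMSO libraries, Ptms had the largest log2 fold change for picoxystrobin. It lies on chromosome 6 from 124913681 to 124920103 (GRCm38) and measured 62.3 ± 9.08 CPM (SD, n = 3) with picoxystrobin against 127 ± 20.9 (SD, n = 2) in DMSO, a log2 fold change of -1.02 (standard error 0.144, adjusted p = 0.00111). With picoxystrobin at 1000 nM it measured 140.5 CPM, and over all 16 libraries its log2 fold change was -0.63 (adjusted p = 0.201). Gm13889 (chromosome 2, from 93955810 to 93957201) changed by -1.02 (adjusted p = 0.00159) and AC087802.1, which has no position in the annotation used, by 1.01 (adjusted p = 0.00395). Over all 16 libraries neither was called, with adjusted p = 0.486 and 0.252. After correction for GC content and transcript length, the log2 fold change was -0.58 for Ptms and -0.54 for Gm13889, and both were still called. For pyraclostrobin the largest changes of this kind were those of Ccng1, Rfc4 and Ddias. Ccng1 (chromosome 11, from 40748552 to 40755311) measured 536, 574, 1632 and 2138 CPM at 30, 100, 300 and 1000 nM, against 366 ± 19.2 (SD, n = 2) in DMSO. Its log2 fold change was 1.75 (standard error 0.435, adjusted p = 0.0223), and it was called in 3 of 4 fits that each left out 1 pyraclostrobin library. Rfc4 (chromosome 16, from 23113943 to 23127737) measured 20.1, 17.1, 38.2 and 48.5 CPM at 30, 100, 300 and 1000 nM. In DMSO it measured 11.7 ± 0.617 CPM (SD, n = 2). Its log2 fold change was 1.43 (adjusted p = 0.0179), and it was called in each of the 4 fits. Ddias (chromosome 7, from 92857525 to 92874247) had a log2 fold change of 1.33 (adjusted p = 0.0496) and was called in 2 of the 4 fits. Over all 16 libraries the adjusted p-values of Ccng1, Rfc4 and Ddias were 0.0432, 0.0344 and 0.0917, and after correction for GC content and transcript length they were 0.0323, 0.0326 and 0.084. With a separate fit for each compound none of the 3 was called, with adjusted p-values of 0.136, 0.121 and 0.194 from edgeR and 0.0952, 0.0683 and 0.213 from DESeq2. Ddias was also not called with RLE size factors, filterByExpr, a robust fit or without the repeated azoxystrobin library, with adjusted p-values from 0.0502 to 0.0835. In the annotation, Ptms, Gm13889 and Rfc4 overlap other genes (A230083G16Rik, Gm27027 and Eif4a2), from which the counting does not necessarily separate them.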

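With the average fold change of a compound's libraries in Figure 3, 17 genes were called with a change over 2-fold for at least one compound. Of these calls, 4 were for picoxystrobin (2 higher and 2 lower than in DMSO) and 13 for pyraclostrobin (9 higher and 4 lower), and none were for azoxystrobin or trifloxystrobin. This number depended most on the filter on low counts. It was 190 with edgeR's filterByExpr in place of the average over 10 CPM, and 375 with no filter. Over all 16 libraries it was 6. When a called gene was counted if any one library of its compound was over 2-fold from the DMSO mean, a setting chosen after seeing the data, the number was 183.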

### Mining published data for putative TH disruptors

The above data converged to suggest that none of the tested chemicals was a genuine agonist or antagonist of TRα1. However, some molecules, notably pyraclostrobin, interfered with T3 signaling in an indirect manner, modifying the response of a specific subset of TRα1 target genes. The above analysis also showed that GSEA was able to identify such molecules in an unbiased manner, even when the T3 response was only partially altered. We thus took advantage of the availability of a large set of RNA-seq data (GSE70249) which analyzed the influence of 297 chemicals, mainly pesticides at a concentration of 10^−6^M, on primary cell cultures prepared from the cortex of newborn mice (Pearson et al., 2016). Because the culture medium used in these experiments contained T3, present in the B27 supplement and serum (approximatively 10^−9^M), we believe that the assay was mainly suitable to detect TRα1 antagonists, although agonists might potentiate the effect of T3. The response to T3 of this cellular model has been fully characterized by RNA-seq in a different study (Gil-Ibanez et al., 2015), allowing us to define the top 100 T3-induced genes in this system, all of them having a minimal fold-change above 1.5 (pval <0.01, FDR <0.05). The normalized abundance matrix was used to rank 13,304 genes from the most upregulated to the most downregulated in response to each compound (Data S1). We then address the distribution of T3-responsive genes in these ranked lists. This analysis converged to identify some of the compounds that we tested in reporter cells as active on T3 signaling, with antagonist-like properties (emamectin benzoate, piperonyl butoxide, propiconazole and Pyraclostrobin; Table S3). Clustering analysis of the T3-responsive genes for the compounds that we tested in reporter assays showed however that pyraclostrobin and trifloxystrobin are the only chemicals clearly segregating from controls (Figure 4). Again, when considering the full data set, only a small group of chemicals, including pyraclostrobin and trifloxystrobin, branched out of the controls (Figure S4). Based on this GSEA analysis (Figure S2B), we selected 6 compounds, predicted to significantly interfere with TH signaling. Although the different *in vitro* tests provided independent evidence that these compounds were active at different concentrations (Table 5), they did not collectively support the hypothesis that any of these was a genuine agonist or antagonist. For example, vinclozolin, predicted to be an agonist, behaved as an antagonist in test 2. However the effect did not increase with the concentration, and no effect was observed in the other tests. A similar irregular and puzzling response was observed with disulfoton.

**Figure 4:**
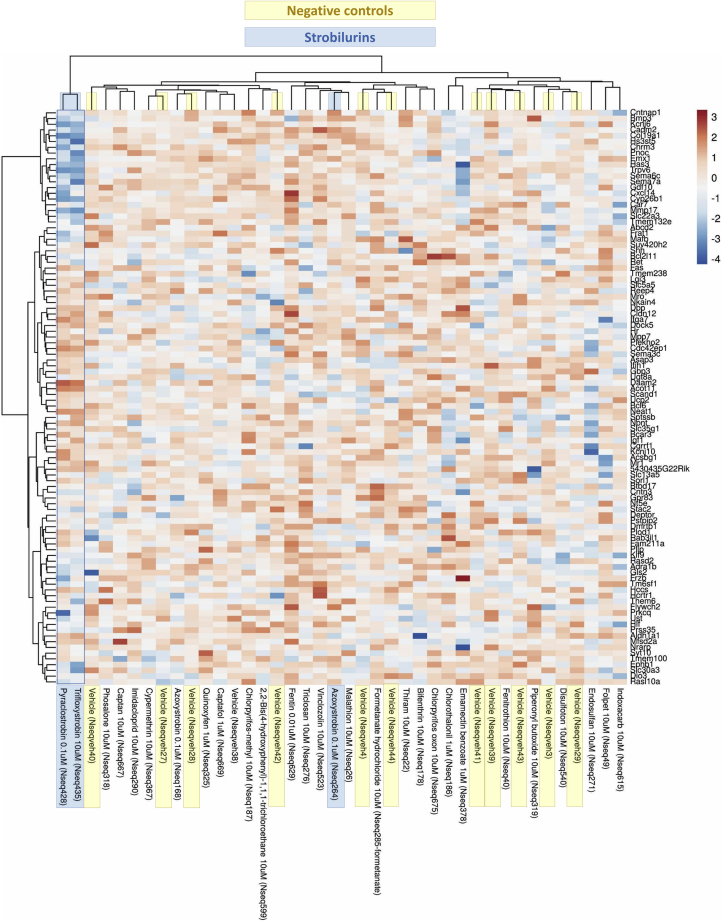
Pesticides activity on cortical neurons A 2D-clustering analysis was performed with the normalized expression data extracted from published results (Pearson et al., 2016), which studied the influence of pesticides on primary cultures of mouse cortical neurons. We extracted the data for the 33 of the 39 pesticides tested in the present study, and 10 negatives controls (yellow boxes). Not that pyraclostrobin and trifloxystrobin are the only strobilurins (blue boxes) to branch out of the controls on the upper dendrogram.

**Table 5:** Testing six compounds predicted to be active on T3 signaling by GSEA

Molarity of chemical	10-8M		10-7M		10-6M		10-5M	
T3 10-9M	–	+	–	+	–	+	–	+
Predicted agonists								
Test 1								
Fentin hydroxide	0.94 ± 0.11	**0.78 ± 0.02**	1.01 ± 0.18	**0.68 ± 0.05**				
Formetanate Hydrochloride	1.01 ± 0.05	1.01 ± 0.16	1.06 ± 0.07	0.96 ± 0.09	1.01 ± 0.18	**0.68 ± 0.05**	0.94 ± 0.11	**0.78 ± 0.02**
Vinclozolin	0.92 ± 0.14	0.90 ± 0.02	0.86 ± 0.06	0.93 ± 0.05	0.87 ± 0.09	0.90 ± 0.04	0.99 ± 0.11	0.80 ± 0.14
Test 2								
Fentin hydroxide	**1.86 ± 0.18**	**0.39 ± 0.05**	**2.25 ± 0.14**	**024 ± 0.01**				
Formetanate Hydrochloride	0,97 ± 0.04	**1.26 ± 0.05**	0.97 ± 0.02	**1.23 ± 0.03**	1.04 ± 0.09	1.14 ± 0.07	1.17 ± 0.08	**1.38 ± 0.05**
Vinclozolin	1.11 ± 0.11	**0.56 ± 0.02**	1.01 ± 0.02	**0.76 ± 0.06**	1.00 ± 0.24	**0.76 ± 0.02**	0.96 ± 0.07	**0.71 ± 0.02**
Test 3								
Fentin hydroxide	**0.51 ± 0.07**	**0.52 ± 0.04**	**0.17 ± 0.01**	**0.16 ± 0.01**				
Formetanate Hydrochloride	1.05 ± 0.11	**0.93 ± 0.02**	0.93 ± 0.08	**0.84 ± 0.04**	0.98 ± 0.18	**0.70 ± 0.02**	0.88 ± 11	**0.71 ± 0.10**
Vinclozolin	1.00 ± 0.10	1.09 ± 0.20	0.93 ± 0.09	1.00 ± 0.17	1.03 ± 0.12	1.02 ± 0.07	**0.81 ± 0.02**	0.96 ± 0.02
Predicted antagonists								
Test 1								
Disulfoton	097 ± 0.04	0.83 ± 0.07	0.92 ± 0.07	**0.77 ± 0.05**	0.92 ± 0.13	0.84 ± 0.09	**0.72 ± 0.07**	**0.72 ± 0.05**
Beta Endosulfan	1.02 ± 0.05	0.97 ± 0.07	1.15 ± 0.19	0.99 ± 0.10	1.01 ± 013	**0.78 ± 0.07**		
Indoxacarb	1.04 ± 0.15	**0.85 ± 0.04**	1.12 ± 0.10	0.91 ± 0.10	0.99 ± 0.14	0.92 ± 0.10		
Test 2								
Disulfoton	**1.60 ± 0.01**	**0.70 ± 0.05**	0.85 ± 0.45	**0.74 ± 0.08**	**0.67 ± 0.07**	**0.63 ± 0.01**	**1.56 ± 0.10**	**0.84 ± 0.12**
Beta Endosulfan	0.97 ± 0.05	1.01 ± 0.05	0.90 ± 0.01	0.97 ± 0.05	0.92 ± 0.07	0.93 ± 0.08	0.88 ± 0.09	0.99 ± 0.04
Indoxacarb	1.02 ± 0.11	0.90 ± 0.09	0.98 ± 0.07	0.90 ± 0.05	1.04 ± 0.02	0.91 ± 0.03		
Test 3								
Disulfoton	0.79 ± 0.15	1.15 ± 0.12	1.07 ± 0.10	1.20 ± 0.11	1.03 ± 0.14	1.11 ± 0.09	1.03 ± 0.01	**1.20 ± 0.02**
Beta Endosulfan	1.04 ± 0.04	1.15 ± 0.07	1.11 ± 0.04	1.22 ± 0.26	1.19 ± 0.15	1.20 ± 0.07		
Indoxacarb	1.07 ± 0.11	1.17 ± 0.07	1.09 ± 0.08	1.11 ± 0.08	0.90 ± 0.08	0.89 ± 0.05		

### T3-independent action of strobilurins

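Hr and Klf9, which the paper used as T3 target genes in these cells, were examined in the libraries of Figure 3, which were exposed to strobilurins in the absence of T3. Klf9 lies on chromosome 19 from 23141226 to 23168134 (GRCm38). It measured 28.8 ± 2.34 CPM (SD, n = 2) in DMSO, 28.9 ± 2.16 (SD, n = 2) with azoxystrobin, 28.5 ± 0.909 (SD, n = 3) with picoxystrobin, 30.0 ± 3.11 (SD, n = 4) with pyraclostrobin and 29.1 ± 3.84 (SD, n = 4) with trifloxystrobin, and 33.4 with picoxystrobin at 1000 nM, which Figure 3 does not show. None of these differences was larger than the spread between libraries (adjusted p = 1, 0.94, 0.696 and 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the sign of these small changes depended on the DMSO library used. Hr (chromosome 14, from 70552212 to 70573548) had an average of 3.85 CPM, under the minimum for the test, and has no adjusted p-value. It measured 4.13 ± 0.0558 CPM (SD, n = 2) in DMSO, 4.21 ± 0.355 (SD, n = 4) with pyraclostrobin, 4.08 ± 1.10 (SD, n = 4) with trifloxystrobin, and 2.84 ± 0.395 (SD, n = 3) with picoxystrobin, a log2 fold change of -0.52 (standard error 0.232) for the latter. With picoxystrobin at 1000 nM it measured 5.84 CPM. The fold change and standard error of Hr came from a fit that kept genes under the minimum. No value of Hr after correction for GC content and transcript length is available, so its difference with picoxystrobin cannot be told apart from such a trend. Thra, which encodes TRα1 and whose counts do not separate the endogenous gene from the introduced receptor, lies on chromosome 11 from 98740638 to 98769006 and overlaps Nr1d1 on the opposite strand. It was lower with picoxystrobin (58.2 ± 5.96 CPM, SD, n = 3) than in DMSO (73.0 ± 7.13, SD, n = 2), with a log2 fold change of -0.33 (standard error 0.112, adjusted p = 0.039). With picoxystrobin at 1000 nM it measured 85.7 CPM, and it was not called over all 16 libraries (log2 fold change -0.17, adjusted p = 0.52) or after correction for GC content and transcript length (0.07, adjusted p = 0.661). It was also not called with filterByExpr (adjusted p = 0.055) or with no filter on counts (adjusted p = 0.0535).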

The transcriptome analyses that we performed highlighted the capacity of some strobilurins to exert a major influence on gene expression in neural cells, which is unrelated to T3 signaling. 

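The paper's text does not say which experiment its Gene Ontology result came from. Among the libraries of Figure 3, pyraclostrobin at 300 and 1000 nM was compared to DMSO for the clustered histone genes, whose transcripts have similar sequences, so that the counting can split reads between members. Only 2 of these genes had an average over 10 CPM. Hist1h1c (chromosome 13, from 23738808 to 23740367, GRCm38) measured 8.14 and 4.68 CPM at 300 and 1000 nM, against 13.1 ± 1.88 (SD, n = 2) in DMSO, a log2 fold change of -1.04 (standard error 0.199, adjusted p = 0.000812 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 30 and 100 nM it measured 20.0 and 21.5 CPM, above DMSO. Hist2h2be (chromosome 3, from 96221119 to 96223738) was higher, with 33.3 and 33.9 CPM against 24.4 ± 1.02 (SD, n = 2) in DMSO, a log2 fold change of 0.47 (standard error 0.1, adjusted p = 0.00164, and 0.0701 in the model of all 16 libraries). Hist1h2bc, with an average of 4.23 CPM, was not tested and had a log2 fold change of -0.12 (standard error 0.209). As a set, the 2 tested genes had a mean log2 change of -0.29 and did not pass limma's camera test at 0.05. Since the 2 genes changed in opposite directions, this test cannot tell whether histone genes changed as a set. With edgeR's filterByExpr as the filter, 19 clustered histone genes were included, of which 12 were lower and 7 higher than in DMSO, with a mean log2 change of -0.34, which did not pass the camera test either. The median change of all genes in this comparison was 0.0098. With the replacement variants added, 12 histone genes passed the average of 10 CPM, 4 lower and 8 higher, with a mean log2 change of -0.0458. Over all 4 concentrations of pyraclostrobin, the mean log2 change of the 2 tested genes was 0.0925.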

Gene Ontology analysis (http://cbl-gorilla.cs.technion.ac.il/) notably indicated that high concentrations of pyraclostrobin downregulated the expression of genes encoding major component of nucleosome assembly, notably histones. As we suspected that this would translate in a modification of cell proliferation, we tested the capacity of strobilurins to influence C17.2α cells growth over 4 days (Figure 5). Interestingly, the four tested strobilurins tended to favor cell growth at low concentration. By contrast high concentrations of pyraclostrobin, and to a lower extend trifloxystrobin, had the opposite effect. These effects were not sensitive to the presence of T3 and observed below the dose of cytotoxicity.

**Figure 5:**
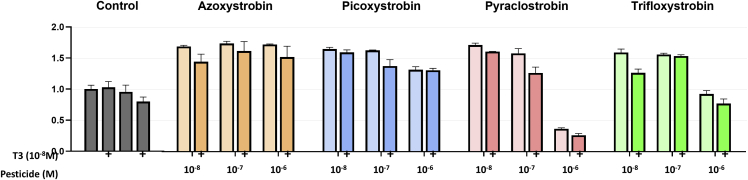
C17.2α cell growth in presence of strobilurins Cells were seeded in 96 wells (5000 cells/well) in medium prepared with hormone-depleted serum and supplemented with the indicated molarity of pesticide and T3. All conditions were triplicated. Cell growth was quantified 4 days later with CellTiter-Glo Luminescent Cell Viability Assay. Data indicate the relative cell density, compared to blanks supplemented with DMSO, at the last of the experiment. While all strobilurins tend to favor cell growth at low concentration, pyraclostrobin and trifloxystrobin have the opposite effect when used at high, non-cytotoxic, concentration. Error bars indicate standard deviations.

## Discussion

We present here an extensive assessment of the capacity of pesticides to interfere with the cellular response to T3. One main conclusion is that none of the tested compound is behaving as a genuine TRα1 agonist or antagonist. This reinforces the conclusion of the Tox21 screen, performed on 8305 compounds, according to which many environmental chemicals do not act as TRα1 ligand at non-toxic concentrations, either as agonists or antagonists (Paul-Friedman et al., 2019). TRα1 differs from other nuclear receptors, for which a number of environmental ligands have been identified (Liu et al., 2019; Toporova and Balaguer, 2020). This peculiarity probably reflects the small size of the ligand binding pocket of TRs, and the specific chemical properties of their natural iodinated ligands, T4 and T3. In particular, the presence of halogens in the chemical structure (fluoride, iodine, chloride, or bromide), which is frequent in pesticide, is not an indication for a possible binding to TRs.

In line with our previous work data (Guyot et al., 2014), the present study illustrates the benefit provided by transcriptome analysis for *in vitro* toxicology: first it is unbiased, and able to capture any unexpected alteration in the cellular physiology. Second, if performed on relevant cellular models, it helps to prioritize some chemicals for *in vivo* assessment, and limit the use of animals, as recommended by ethical guidelines. Third, as the expression level of each gene of a given signaling pathway can be considered as an independent estimate of the signaling level, it provides outstanding statistical power to detect minor effects on defined pathways. While the tested pesticides have only a marginal influence of TH signaling, our genome-wide analysis shows that many have the potential to compromise neurodevelopment, by exerting a broad influence on gene expression in neural cells, even at low concentration.

In particular, 4 strobilurins, and notably pyraclostrobin, stand out as the most active compounds that we have tested, in agreement with previous conclusions (Pearson et al., 2016). These chemicals were designed to act as fungicides, selectively inhibiting the mitochondrial cytochrome-bc1 complex of fungi. They are however highly toxic to aquatic life. For example 1.5x10^−7^M of pyraclostrobin is lethal in 50% of zebrafishes (Zhang et al., 2017). In mice, a significant reduction in body weight is also observed upon chronic exposure to a food containing more than 10 mg/kg of pyraclostrobin (Bartholomaeus, 2003). Whether these pesticides can reach the fetal brain during pregnancy is currently unknown. According to the Toxcast screen, based on high throughput automated assays, these chemicals are active in a number of *in vitro* tests, affecting many mammalian pathways including TH signaling (Wang et al., 2021). They might also interfere with some nuclear receptors, like PPARs (Luz et al., 2018). Here we found that the neural cells response to pyraclostrobin and trifloxystrobin expands to a fraction of the T3-responsive genes but is mainly T3 independent. Interestingly, we also observed that low concentrations of all the tested strobilurins accelerate the cell proliferation. This property is unexpected for chemicals thought to act mainly on mitochondria and suggest that they can exert an adverse effect in various ways. This class of chemicals typically illustrates the necessity to integrate various approaches, and notably unbiased “omics” to fully appreciate their biological activity, at these cannot be predicted from their structure.

More generally, our study suggests that the definition of the second class of THD, which alter the cellular response to T3, should be reconsidered. Some chemicals do not directly interfere with TRs function but have the capacity to modify the response to T3 for a fraction of the TRs target genes only. If these genes are key mediators of the neurodevelopmental function of T3, this should be a matter of concern.

### Limitations of the study

Our study focused on the search for TRs agonist/antagonist. We did not analyze in details the cause for the discrepancies observed between the three reporter assays for some pesticides, which probably reflect other biological activities, and did not consider the possibility for complex non-monotonic dose responses. In addition, the differential analysis of transcriptome data assumes that the response to pesticides is monotonous, as a single library was prepared for each tested concentration. As the cell culture medium contains serum, which has been depleted of non-polar metabolites, some of the pesticides might bind to serum proteins. This would slightly modify the free concentration of chemicals but not mask their activity. *In vitro* analysis is well suited for mechanistic analysis but insufficient to predict the outcome of *in vivo* toxicity. In particular, it does not take into account the generation of secondary metabolites after catabolism and does not inform on the distribution of xenobiotics in the organisms. Also, as we focused on the interference with TR-mediated cellular response, our study does not inform on the possibility that some of the tested pesticides could act as THDs by interfering with TH synthesis or degradation. Future work is needed to transpose transcriptome analysis to the developing brain.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER CAS
**Chemicals, peptides, and recombinant proteins**		

Azoxystrobin	Sigma Aldrich	131860-33-8
Benoxacor	Sigma Aldrich	98730-04-2
Beta Endosulfan	Sigma Aldrich	33385-100MG
Bifenthrin	Sigma Aldrich	99267-18-2
Bitertanol	Sigma Aldrich	55179-31-2
Captafol	Sigma Aldrich	01/06/2425
Captan	Sigma Aldrich	133-06-2
Chlorothalonil	Sigma Aldrich	1897-45-6
Chlorpyriphos	Sigma Aldrich	2921-88-2
Chlorpyriphos methyl	Sigma Aldrich	5598-13-0
Cypermethrin	Sigma Aldrich	52315-07-8
Dichlorodiphenyltrichloroethane	Sigma Aldrich	50-29-3
Deltamethrin	Sigma Aldrich	52918-63-5
Dieldrin	Sigma Aldrich	60-57-1
Dienochlor	Sigma Aldrich	2227-17-0
Dinoseb	Sigma Aldrich	88-85-7
Disulfoton	Sigma Aldrich	298-04-4
Emamectin Benzoate	Sigma Aldrich	155569-91-8
Fenitrothion	Sigma Aldrich	122-14-5
Folpet	Sigma Aldrich	133-07-3
Formetanate hydroxide	Sigma Aldrich	23422-53-9
Imidacloprid	Sigma Aldrich	138261-41-3
Indoxacarb	Sigma Aldrich	144171-61-9
Malathion	Sigma Aldrich	121-75-5
Penconazole	Sigma Aldrich	66246-88-6
Phosalone	Sigma Aldrich	2310-17-0
Picoxystrobin	Sigma Aldrich	117428-22-5
Piperonyl Butoxide	Sigma Aldrich	51-03-6
Protioconazol	Sigma Aldrich	178928-70-6
Pyraclostrobin	Sigma Aldrich	175013-18-0
Pyridaben	Sigma Aldrich	96489-71-3
Quinoxyfen	Sigma Aldrich	124495-18-7
Tau-fluvalinate	Sigma Aldrich	102851-06-9
Tris(1,3-dichloro-2-propyl)phosphate	Sigma Aldrich	13674-87-8
Thiram	Sigma Aldrich	137-26-8
Triclosan	Sigma Aldrich	3380-34-5
Trifloxystrobin	Sigma Aldrich	141517-21-7
Vinclozolin	Sigma Aldrich	50471-44-8
Ziram	Sigma Aldrich	137-30-4
Dimethylsulfoxide	Sigma Aldrich	67-68-5
I-850	Sigma Aldrich	251310-57-3
NH-3	Sigma Aldrich	447415-26-1
Tri-iodo-thyronine	Sigma Aldrich	3,3,5-triiodo-L-thyronine

**Critical commercial assays**		

CellTiter-Glo Luminescent Cell Viability Assay	Promega	G7570
Renilla Luciferase Assay System	Promega	E2810
Luciferase Assay System	Promega	E1500
β-Galactosidase Enzyme Assay	Promega	E2000
Ion AmpliSeq™ Transcriptome Human Gene Expression Kit	Thermo Fischer Scientific	A26325
total RNA SENSE kit	Lexogen	001.24

**Deposited data**		

RNA-seq raw data	Gene expression omnibus	GSE171038

**Experimental models: Cell lines**		

C17.2α-Hrluc	Our lab	Guyot et al. (2014)
HEK293–Gal4TRα1luc	Our lab	Guyot et al. (2014)
HEK293	ATCC	CRL-1573™
SHSY5Y	ATCC	CRL-2266™

**Oligonucleotides**		

5’CAGCGTCGTGATTAGCGATG	Eurogentec	HPRT sense
5’ CGAGCAAGTCTTTCAGTCCTGTCC	Eurogentec	HPRT antisense
5’CAGCGTCGTGATTAGCGATG	Eurogentec	Hr sense
5’AGAGGTCCAAGGAGCATCAAGG	Eurogentec	Hr antisense
5’CACGCCTCCGAAAAGAGGCACAA	Eurogentec	Klf9 sense
5’ CTTTTCCCCAGTGTGGGTCCGGTA	Eurogentec	Klf9 antisense

**Recombinant DNA**		

Gal4REx5-βglob-luc-SVNeo	Ballaguer’s lab	Markossian et al. (2018)
pBKGal4NcoR	K Chatterjee’s lab	Gurnell et al. (2000)
pBKVP16TRα1	K Chatterjee’s lab	Gurnell et al. (2000)
pBK-βgal	Our lab	Markossian et al. (2018)

**Software and algorithms**		

Htseq-count	Galaxy Version 0.6.1galaxy3	Anders et al. (2015)
Deseq2	Galaxy Version 2.1.8.3	Love et al. (2014)
GSEA	version 4.1.0 UCSD	Mootha et al. (2003)

### Resource availability

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Frédéric Flamant: .

#### Materials availability

This study did not generate new unique reagents.

### Method details

#### Chemicals, cell culture medium and toxicity assays

All chemical solutions were prepared by dissolving pure compounds (Sigma Aldrich St Louis MI USA) in dimethylsulfoxide (DMSO). Cells were cultivated in GlutaMAX Dulbecco modified Eagle medium (GlutaMAX DMEM, Thermo Fisher Scientific) with 10% (HEK293) or 12% (C17.2 or SHSY5Y) of newborn calf serum (Thermo Fisher Scientific). Endogenous TH were depleted from the serum by stripping with activated charcoal (Sigma Aldrich, St Louis MI USA) to prevent background activation of reporter constructs. The toxicity of each chemicals was tested on each cell line using the CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison WI, USA). Toxic concentrations (>20% mortality after 24 hours) were used to define the maximum concentration usable in reporter assays, defined as 10% of the lowest toxic concentration.

#### Transactivation in neural cells

The C17.2α-Hrluc reporter cell line was described previously (Guyot et al., 2014). It is derived from murine neural stem cells transfected to overexpress in a stable manner the mouse TRα1 receptor. A reporter construct was also introduced in the genome, in which the gene encoding *Renilla luciferase* is driven by 5426nt of the promoter region of the *Hr/Hairless* gene, which is highly sensitive to T3 transactivation (Thompson, 1996). T3 and/or tested compounds were added in the medium 24 hours after seeding cells in 24 well-plates (10^5^ cells/well). DMSO was used in control cells to keep solvent concentration constant. Cells were lysed after 24h of chemical exposure, and luciferase activity was measured in cell lysates (Renilla luciferase assay system, Promega Madison WI, USA).

#### One-hybrid transactivation assay

The HEK293–Gal4TRα1luc cell line was described previously (Guyot et al., 2014). It is derived from human HEK293 cells and integrates two DNA constructs. One is encoding a hybrid receptor in which the DNA binding domain of the yeast Gal4 transcription factor is fused to the ligand binding domain of mouse TRα1 receptor. The second carries the firefly luciferase reading frame, driven by a Gal4 responsive promoter with 5 UAS elements. HEK293–Gal4TRα1luc cells were seeded in 24 well-plates (10^5^ cells/well). T3 and tested compounds were added in the medium 24h later. DMSO was used in control cells to keep solvent concentration constant. Cells were lysed 48h after seeding and luciferase activity was measured with the firefly luciferase assay system (Promega Madison WI, USA).

#### Two hybrid corepressor interaction

The assay was performed in HEK293 cells transfected for the transient expression of several constructs, as described before (le Maire et al., 2020). The pBKGal4NcoR construct encodes a Gal4NcoR hybrid protein, which normally acts as a transcription repressor on expression vectors driven by the UAS DNA binding elements. The pBKVP16TRα1 construct encodes the VP16 transactivation domain of a trans-acting protein from a herpes simplex virus fused to the ligand-binding domain of mouse TRα1. pGal4REx5-βglob-luc-SVNeo construct is an UAS driven luciferase reporter. In this setting, the interaction between Gal4NcoR and the unliganded VP16TRα1 hybrid protein results in an activation of luciferase expression. Addition of T3 destabilizes the interaction, resulting in a reduction in luciferase activity. The pBK-βgal plasmid was also included, which drives the expression of the E coli lacZ. This enabled to use β-galactosidase activity as an internal standard to correct for any variation in transfection efficiency. HEK293 cells were seeded in 24 well-plates (10^5^ cells/well). Cells were transfected the following day with 100ng of DNA containing a mixture of the 4 plasmids (20ng Gal4REx5-βglob-luc-SVNeo, 30ng pBKGal4NcoR, 30ng pBKVP16TRα1, 20ng pBK-βgal) (Gurnell et al., 2000; Markossian et al., 2018) with the TransIT-Lt1 transfection reagent (Mirus Corporation Madison WI, USA). T3 and tested compounds were added in the medium 4-6h later. DMSO was used in control cells to keep solvent concentration constant. Cells were lysed 24h after chemical exposure to measure luciferase activity (Firefly luciferase assay system; Promega Madison WI, USA) and β-galactosidase activity, using ortho-nitrophényl-β-galactoside (Sigma St Louis MI USA) as substrate.

#### Analysis of reporter assays

All presented data represent triplicates, performed to calculate standard deviations. The maximum concentration was 10% of the lowest cytotoxic concentration on the specific cell type, as described above. Different concentrations of a given chemical were tested in the same experiment, on a single cell batch. Preliminary calibration and repetitions of the tests allowed to define a confidence interval for T3 response of ±10%. All values which are estimated (mean ± standard deviation) to be outside of this confidence interval were called significant and confirmed in an independent experiment. Blanks with DMSO and a positive control with only T3 were included for each novel cell batch and used for recalibration.

#### Cell proliferation assay

C17.2α neural cells were seeded in 96 wells plate (5.10^3^ cells/well) and grown for 4 days with either DMSO or pesticides as above in triplicates. Viable cells were then quantified using the CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison WI, USA).

#### qRT-PCR analysis

C17.2α neural cells, expressing TRα1 (Chatonnet et al., 2013), were seeded in 6-wells plates (3.10^5^ cells/well). T3 and the tested compounds were added in the medium on the next day. DMSO was used in control cells to keep solvent concentration constant. Cells were lysed 24h after chemical exposure and RNA extracted using a Macherey-Nagel NucleoSpin RNA II kit. RNA concentrations were measured with a Nanodrop spectrophotometer (Thermo Fisher Scientific). Each RNA sample was reverse transcribed using murine leukemia virus reverse transcriptase (Promega) and random DNA hexamer primers. Quantitative PCR was performed according to a standard protocol, using the Biorad iQ SYBRGreen kit and the CFX96 thermocycler (Biorad). Hprt, a housekeeping gene, was used as an internal control. For each pair of primers a standard curve was established and PCR efficiency was controlled to be within usable range (90%–110%) before analysis using the 2^−ΔΔ(Ct)^ method (Livak and Schmittgen, 2001).

#### Transcriptome analysis

RNA were extracted from either human SHSY5Y (ATCC® CRL-2266™) cells or mouse C17.2α (Chatonnet et al., 2013) exposed to chemical and/or T3 (10^-9^M or 10^-8^M). Two methods were used for transcriptome analysis: Ion AmpliSeq™ Transcriptome Gene Expression Kit (Thermo Fischer Scientific) which was run on an Ion Proton™ Sequencer, and RNA-seq. In the latter case, cDNA libraries were prepared using the total RNA SENSE kit (Lexogen, Vienna Austria) and single-end deep sequencing was performed on a NextSeq500 (Illumina) sequencer as described (Guyot et al., 2014; Richard et al., 2020). Although both approaches provide similar informations, Ampliseq differ from RNA-seq as it is targeted on predefined annotated genes and relies on an amplification of exonic sequences. Ampliseq and RNA-seq are also analyzed in a slightly different manner, with different genome annotation, which prevent a simple comparison between the datasets obtained by the two methods. Count tables were prepared using htseq-count (Anders et al., 2015). The count tables for the 3 runs are in Data S1. Statistical analysis was performed for each sequencing run independently. Differential gene expression analysis was performed with DEseq2 (Love et al., 2014) using two factors (pesticide and T3 treatments) and the following thresholds: p-adjusted value < 0.05; average expression > 10 reads per million. DEseq2 full tables are in Data S1. Clustvis was used for clustering analysis, using the Ward unsquared method and Euclidian distances to prepare heatmap representations. Data were normalized and scaled independently for each gene, with the same color code (red: above mean; white: mean; blue: below mean).

#### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis (Mootha et al., 2003; Subramanian et al., 2005) was performed with the GSEA Software (version 4.1.0) of University of California San Diego (https://www.gsea-msigdb.org/gsea/index.jsp) using default parameters. We calculated for each compound an Enrichment Score (ES) indicating the overrepresentation of biological functions associated to genes present in the ranked list of up- or downregulated genes. We retained as significant the compounds inducing a coordinated disruption of thyroid hormone response genes expression with a nominal pval ≤ 0.05.

### Quantification and statistical analysis

For transient expression analyses, triplicates of negative controls were used to define of confidence interval. For each assay, results called significant when the mean estimate (± stdev) did not fall within this confidence interval. For RNAseq analysis, differential analysis of gene expression was performed using Deseq2, assuming a negative binomial distribution.

## Data Availability

• Raw RNA-seq data are available at GSE171038. • Ampliseq raw data are in Data S1. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: In vitro assessment of pesticides capacity to act as agonists/antagonists of the thyroid hormone nuclear receptors
**Source:** iScience. 2021 Aug 8;24(9):102957. doi: 10.1016/j.isci.2021.102957
**Supplement:** Document S1. Figures S1–S3 and Tables S1–S3

**Supplemental information**

***In vitro* assessment of pesticides capacity  
to act as agonists/antagonists  
of the thyroid hormone nuclear receptors**

**Yanis Zekri, Laure Dall Agnol, Frédéric Flamant, and Romain Guyot**

## Supplementary data

### Supplementary figures

**Figure S1 related to Table 1,2 and 3: Validation of reporter tests with reference compounds.** T3 increases the luciferase activity of C17.2 $\alpha$ -HrLuc cells (upper panel) and HEK293–Gal4TR $\alpha$ 1Luc cell line (middle panel). 1-850 and NH-3 are TR $\alpha$ 1 synthetic ligands which inhibit T3 mediated transactivation in a concentration dependent manner. Lower panel: In HEK293 cells co-transfected with pBKGal4NcoR/pBKVP16TR $\alpha$ 1/pGal4REx5- $\beta$ glob-luc-SVNeo the interaction between the NcoR corepressor domain and the TR $\alpha$ 1 ligand binding domain in absence of T3 results in a transactivation of the UAS driven promoter and a high luciferase activity. Addition of T3 ( $10^{-9}$ M) destabilizes the interaction between the two hybrid proteins and reduces luciferase activity. 1-850 has little effect in absence of T3, and prevents T3 response in a dose dependent manner. By contrast NH-3 *per se* destabilizes the interaction between NcoR and TR $\alpha$ 1 in absence of T3. In presence of T3, it cooperates with T3 to reduce luciferase activity, and has no visible effect. The minor effect of 1-850 and NH-3 in absence of added T3 suggests the persistence of a small amount of T3 in the stripped serum.

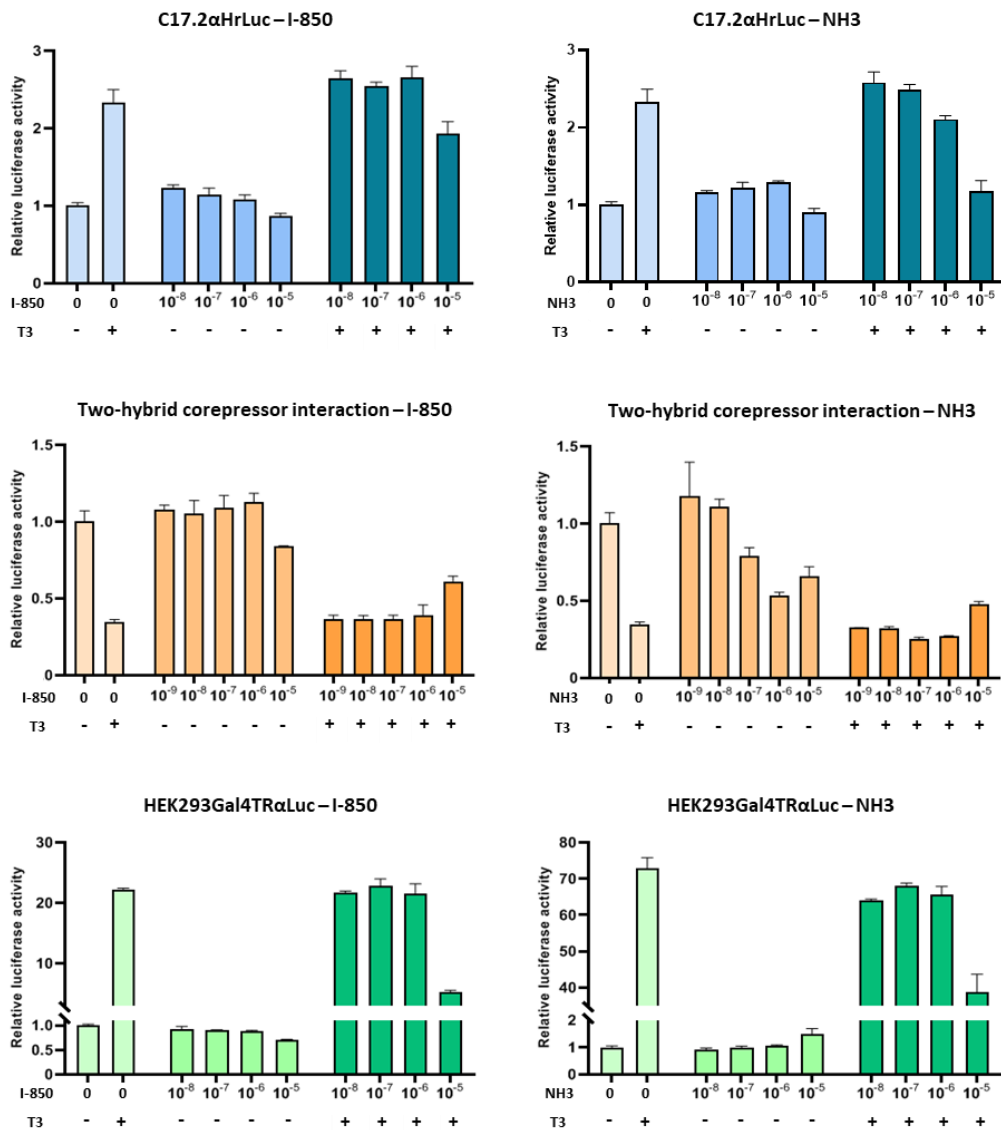

### A. C17.2α cells without T3

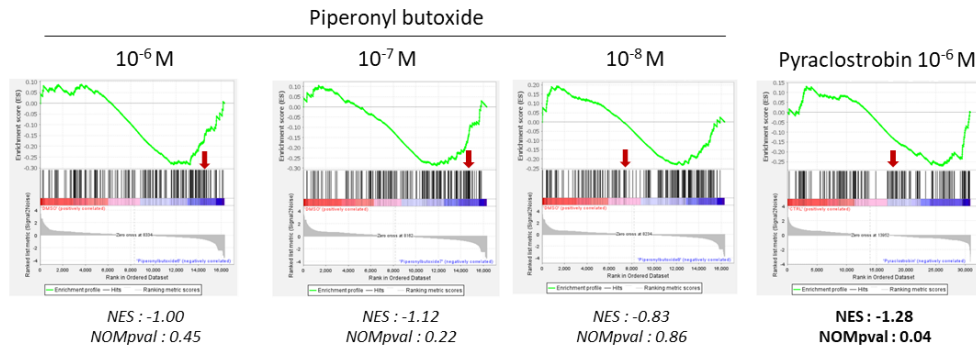

### B. Primary culture of cortical neurons

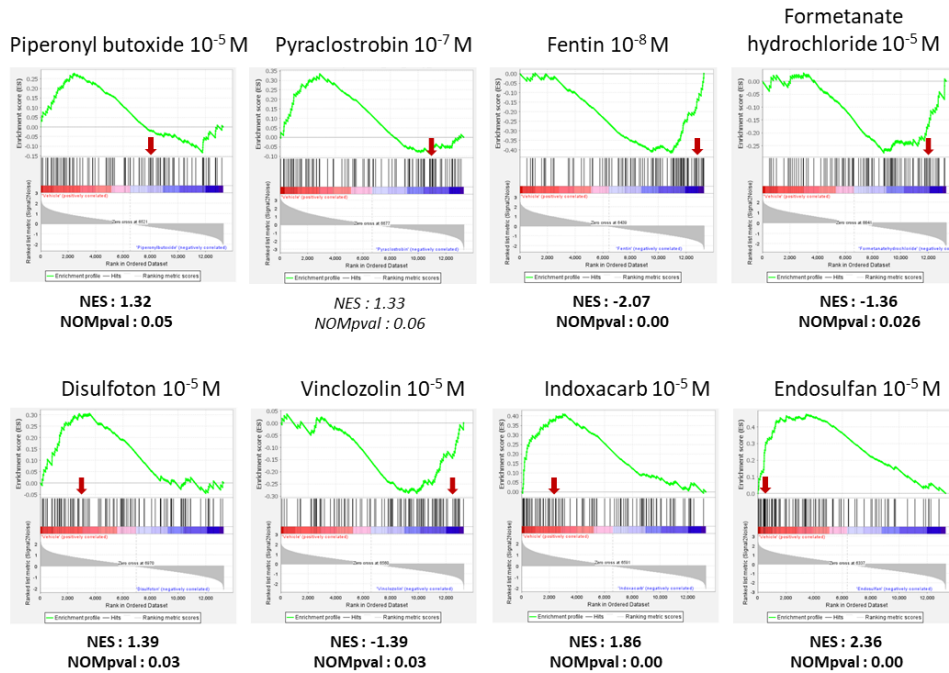

**Figure S2 related to figure 2.: Geneset enrichment analysis. Influence of chemicals on T3 responsive genes**

(A) C17.2α (B) primary cultures of cortical neurons. Expressed genes are ranked in the bottom gradient from the most upregulated (left) to the most down-regulated (right) in vehicle treated cells compared to chemical exposed cells. Vertical black bars represent the position of each T3 responsive genes in the list of ranked genes: vertical black bars on the left of the gradient are T3 responsive genes more expressed in vehicle treated cells while genes more expressed in chemical exposed cells are on the right. The green curve recapitulates the distribution of T3 responsive genes among the sequenced genes: its peak is either on the left or the right of the gradient, depending of an antagonist or agonist effect of the chemical on T3 responsive gene expression, respectively. The distribution is significantly shifted when adjusted p-value is inferior to 0.05. Adjusted p-values (bold when significant, italics when non-significant) and normalized enrichment score (NES, negative when agonist effect, positive when antagonist effect) are reported within each graph. The red arrow indicates the position of *Hairless*, a gene which expression is highly sensitive to T3.

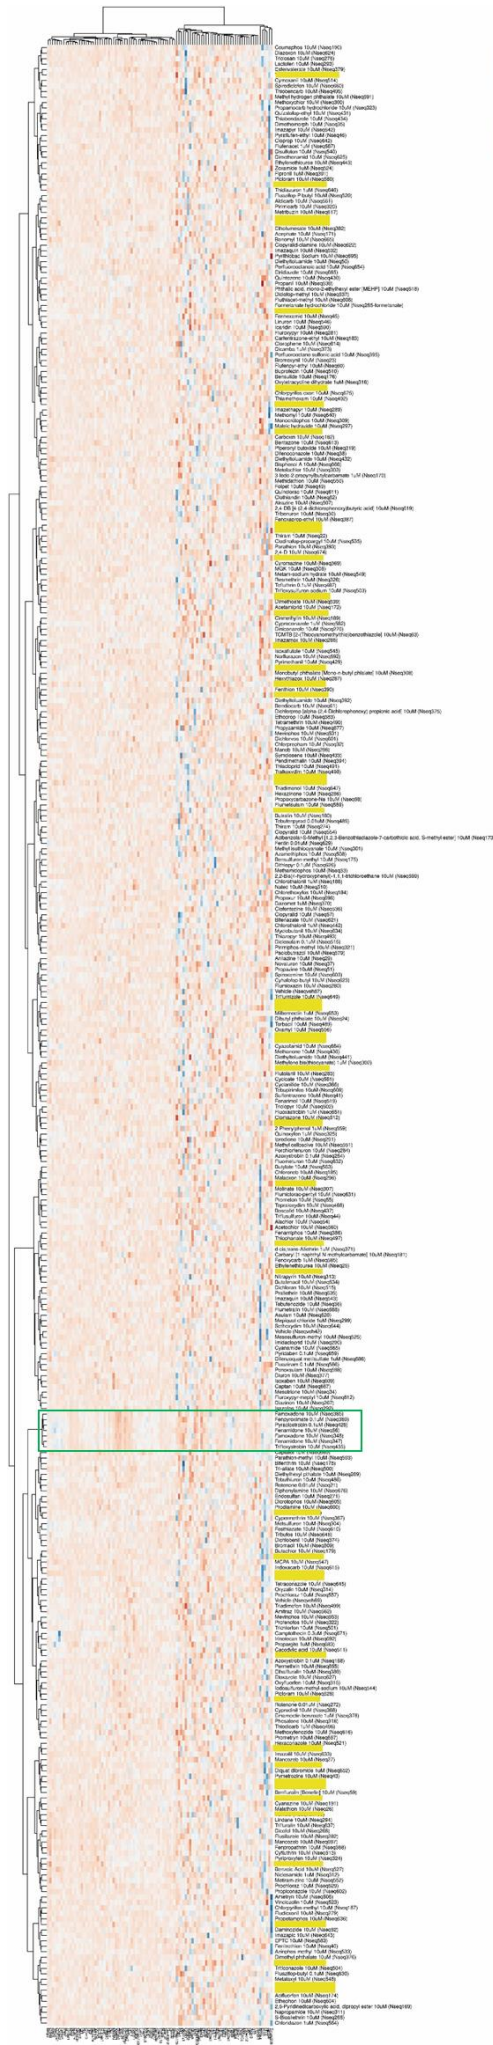

**Figure S3 related to figure 4: 2D Clustering of the RNA-seq data of T3 responsive genes for all pesticides tested on primary cultures of cortical neurons.** The yellow boxes correspond to negative controls. The green frame highlights a cluster of 5 pesticides which alter the expression of a small group of T3 responsive gene. This cluster contains an acaricide (fenpyroximate) and 4 fungicides (Pyraclostrobin, trifloxystrobin, famoxadone and fenamidone) which all inhibit the mitochondria electron transport chain of their target organisms.

**Table S1 Tested chemicals cytotoxicity related to table 1**

| Compound                        | Class           | Cytotoxic concentration |
|---------------------------------|-----------------|-------------------------|
| Azoxystrobin                    | Strobilurin     | 10 <sup>-5</sup> M      |
| Benoxacor                       | Organochlorine  | 10 <sup>-5</sup> M      |
| Beta Endosulfan                 | Organochlorine  | 10 <sup>-4</sup> M      |
| Bifenthrin                      | Pyrethroid      | 10 <sup>-5</sup> M      |
| Bitertanol                      | Other           | 10 <sup>-6</sup> M      |
| Captafol                        | Organochlorine  | 10 <sup>-4</sup> M      |
| Captan                          | Organochlorine  | 10 <sup>-4</sup> M      |
| Chlorothalonil                  | Organochlorine  | 10 <sup>-6</sup> M      |
| Chlorpyrifos                    | Organophosphate | 10 <sup>-6</sup> M      |
| Chlorpyrifos methyl             | Organophosphate | 10 <sup>-6</sup> M      |
| Cypermethrin                    | Pyrethroid      | 10 <sup>-4</sup> M      |
| Dichlorodiphenyltrichloroethane | Organochlorine  | 10 <sup>-4</sup> M      |
| Deltamethrin                    | Pyrethroid      | 10 <sup>-5</sup> M      |
| Dieldrin                        | Organochlorine  | 10 <sup>-6</sup> M      |
| Dienochlor                      | Organochlorine  | 10 <sup>-5</sup> M      |
| Dinoseb                         | Other           | 10 <sup>-5</sup> M      |
| Disulfoton                      | Organophosphate | 10 <sup>-6</sup> M      |
| Emamectin Benzoate              | Other           | 10 <sup>-5</sup> M      |
| Fenitrothion                    | Organophosphate | 10 <sup>-5</sup> M      |
| Folpet                          | Organochlorine  | 10 <sup>-6</sup> M      |
| Formetanate hydroxide           | Carbamate       | 10 <sup>-4</sup> M      |
| Imidacloprid                    | neonicotinoids  | 10 <sup>-5</sup> M      |
| Indoxacarb                      | oxadiazine      | 10 <sup>-5</sup> M      |
| Malathion                       | Organophosphate | 10 <sup>-4</sup> M      |
| Penconazole                     | Organochlorine  | 10 <sup>-6</sup> M      |
| Phosalone                       | Organophosphate | 10 <sup>-4</sup> M      |
| Picoxystrobin                   | Strobilurin     | 10 <sup>-5</sup> M      |
| Piperonyl Butoxide              | Pyrethroid      | 10 <sup>-4</sup> M      |
| Prothioconazol                  | Organochlorine  | 10 <sup>-5</sup> M      |
| Pyraclostrobin                  | Strobilurin     | 10 <sup>-5</sup> M      |
| Pyridaben                       | Organochlorine  | 10 <sup>-6</sup> M      |
| Quinoxifen                      | Organochlorine  | 10 <sup>-5</sup> M      |
| Tau-fluvalinate                 | Pyrethroid      | 10 <sup>-5</sup> M      |
| Tris(1,3-dichloro-2-            | Organophosphate | 10 <sup>-5</sup> M      |
| Thiram                          | Other           | 10 <sup>-5</sup> M      |
| Triclosan                       | Organochlorine  | 10 <sup>-6</sup> M      |
| Trifloxystrobin                 | Strobilurin     | 10 <sup>-5</sup> M      |
| Vinclozolin                     | Organochlorine  | 10 <sup>-5</sup> M      |
| Ziram                           | Other           | 10 <sup>-5</sup> M      |

**TableS2: Synoptic view of reporter assays results related to table 1,2 and 3**

|                                      | C17.2 $\alpha$ -Hrluc |       |       | HEK293–Gal4TR $\alpha$ 1luc |       |       | HEK293–Gal4NcoR/VP16TR $\alpha$ 1 |       |       |
|--------------------------------------|-----------------------|-------|-------|-----------------------------|-------|-------|-----------------------------------|-------|-------|
| Chemical molarity                    | 10-7M                 | 10-6M | 10-5M | 10-7M                       | 10-6M | 10-5M | 10-7M                             | 10-6M | 10-5M |
| 1-850                                |                       |       |       |                             |       |       |                                   |       |       |
| NH3                                  |                       |       |       |                             |       |       |                                   |       |       |
| <b>Azoxystrobin</b>                  |                       |       |       |                             |       |       |                                   |       |       |
| Benoxacor                            |                       |       |       |                             |       |       |                                   |       |       |
| Beta Endosulfan                      |                       |       |       |                             |       |       |                                   |       |       |
| Bifenthrin                           |                       |       |       |                             |       |       |                                   |       |       |
| Bitertanol                           |                       |       |       |                             |       |       |                                   |       |       |
| Captafol                             |                       |       |       |                             |       |       |                                   |       |       |
| Captan                               |                       |       |       |                             |       |       |                                   |       |       |
| Chlorothalonil                       |                       |       |       |                             |       |       |                                   |       |       |
| Chlorpyrifos                         |                       |       |       |                             |       |       |                                   |       |       |
| Chlorpyrifos methyl                  |                       |       |       |                             |       |       |                                   |       |       |
| Cypermethrin                         |                       |       |       |                             |       |       |                                   |       |       |
| Dichlorodiphenyltrichloroethane      |                       |       |       |                             |       |       |                                   |       |       |
| Deltamethrin                         |                       |       |       |                             |       |       |                                   |       |       |
| Dieldrin                             |                       |       |       |                             |       |       |                                   |       |       |
| Dienochlor                           |                       |       |       |                             |       |       |                                   |       |       |
| Dinoseb                              |                       |       |       |                             |       |       |                                   |       |       |
| Disulfoton                           |                       |       |       |                             |       |       |                                   |       |       |
| <b>Emamectin Benzoate</b>            |                       |       |       |                             |       |       |                                   |       |       |
| Fenithroton                          |                       |       |       |                             |       |       |                                   |       |       |
| Folpet                               |                       |       |       |                             |       |       |                                   |       |       |
| Formetanate hydroxide                |                       |       |       |                             |       |       |                                   |       |       |
| Imidacloprid                         |                       |       |       |                             |       |       |                                   |       |       |
| Indoxacarb                           |                       |       |       |                             |       |       |                                   |       |       |
| Malathion                            |                       |       |       |                             |       |       |                                   |       |       |
| Penconazol                           |                       |       |       |                             |       |       |                                   |       |       |
| Phosalone                            |                       |       |       |                             |       |       |                                   |       |       |
| <b>Picoxystrobin</b>                 |                       |       |       |                             |       |       |                                   |       |       |
| <b>Piperonyl Butoxide</b>            |                       |       |       |                             |       |       |                                   |       |       |
| Prothioconazol                       |                       |       |       |                             |       |       |                                   |       |       |
| <b>Pyraclostrobin</b>                |                       |       |       |                             |       |       |                                   |       |       |
| <b>Pyridaben</b>                     |                       |       |       |                             |       |       |                                   |       |       |
| Quinoxifen                           |                       |       |       |                             |       |       |                                   |       |       |
| Tau-fluvalinate                      |                       |       |       |                             |       |       |                                   |       |       |
| Tris(1,3-dichloro-2-propyl)phosphate |                       |       |       |                             |       |       |                                   |       |       |
| Thiram                               |                       |       |       |                             |       |       |                                   |       |       |
| Triclosan                            |                       |       |       |                             |       |       |                                   |       |       |
| Trifloxystrobin                      |                       |       |       |                             |       |       |                                   |       |       |
| Vinclozolin                          |                       |       |       |                             |       |       |                                   |       |       |
| Ziram                                |                       |       |       |                             |       |       |                                   |       |       |

Bold characters are for chemicals which were selected for transcriptome analysis. White: not tested. Light grey: no significant effect. Dark grey: significant effect, similar in presence or absence of T3. Black: significant effect, different in the presence or absence of T3. NB: Vinclozolin behave as an antagonist in HEK293–Gal4TR $\alpha$ 1luc cells and an agonist in HEK293–Gal4NcoR/VP16TR $\alpha$ 1/UASluc cells

**Table S3 related to figure 5. GSEA analysis of selected pesticides properties on primary cultures of cortical neurons.**

| Compound                  | Rank of genes up-regulated by T3 |            |              |             | Expected activity |
|---------------------------|----------------------------------|------------|--------------|-------------|-------------------|
|                           | Enrichment Score                 | Normalized | Nom. p-value | rank at max |                   |
| Azoxystrobin              | 0.21                             | 0.95       | 0.54         | 2848        |                   |
| Bifenthrin                | -0.23                            | -1.14      | 0.20         | 1746        |                   |
| Captafol                  | -0.22                            | -1.08      | 0.29         | 3185        |                   |
| Captan                    | 0.19                             | 0.91       | 0.65         | 426         |                   |
| Chlorothalonil            | 0.27                             | 1.21       | 0.12         | 3035        |                   |
| Chlorpyrifos              | -0.23                            | -1.12      | 0.22         | 3226        |                   |
| Cypermethrin              | -0.22                            | -1.11      | 0.23         | 3430        |                   |
| Eamectin benzoate         | 0.32                             | 1.37       | <b>0.05</b>  | 1793        | antagonist        |
| Fenitrothion              | 0.21                             | 0.95       | 0.55         | 2424        |                   |
| Folpet                    | 0.23                             | 1.08       | 0.28         | 2294        |                   |
| Imidacloprid              | 0.24                             | 1.16       | 0.17         | 2398        |                   |
| Malathion                 | -0.17                            | -0.86      | 0.77         | 3582        |                   |
| Phosalone                 | 0.23                             | 1.08       | 0.29         | 2636        |                   |
| Piperonyl butoxide        | 0.28                             | 1.32       | <b>0.05</b>  | 2427        | antagonist        |
| Propiconazole             | 0.32                             | 1.54       | <b>0.01</b>  | 2353        | antagonist        |
| Pyraclostrobin            | 0.33                             | 1.34       | <b>0.05</b>  | 2868        | antagonist        |
| Pyridaben                 | 0.25                             | 0.94       | 0.58         | 2356        |                   |
| Quinoxifen                | -0.23                            | -1.14      | 0.21         | 4264        |                   |
| Thiram                    | -0.21                            | -0.90      | 0.69         | 2457        |                   |
| Triclosan                 | -0.23                            | -1.15      | 0.18         | 2259        |                   |
| Trifloxystrobin           | 0.32                             | 1.29       | 0.08         | 3125        |                   |
| Disulfoton                | 0.31                             | 1.39       | <b>0.04</b>  | 3571        | antagonist        |
| Endosulfan                | 0.48                             | 2.36       | <b>0.00</b>  | 3434        | antagonist        |
| Fentin                    | -0.42                            | -2.07      | <b>0.00</b>  | 2387        | agonist           |
| Formetanate hydrochloride | -0.28                            | -1.36      | <b>0.03</b>  | 4507        | agonist           |
| Indoxacarb                | 0.41                             | 1.86       | <b>0.00</b>  | 2978        | antagonist        |
| Vinclozolin               | -0.29                            | -1.39      | <b>0.03</b>  | 3395        | agonist           |

How the deposited data were processed for this re-analysis (not part of the article)

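The data are those of the experiment of Figure 3, in which mouse C17.2α cells were exposed for 24 h to DMSO or to 1 of 4 strobilurins in the absence of T3. Of the 16 RNA-seq libraries, 2 are DMSO controls and the others hold 1 concentration of a compound each. The other experiments of the paper were not analysed here. The authors prepared the libraries from total RNA, sequenced them from a single end, counted the reads on each gene with htseq-count, and deposited 1 table of raw counts per library, without normalization or pooling. The paper's text does not name the aligner, the genome build or the annotation, nor whether the counting used the strand.

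Libraries were assigned to compounds and concentrations from the paper and the labels of the deposited samples, before the counts were examined. The 15 libraries shown in Figure 3 were used for the main results and picoxystrobin at 1000 nM was added in an alternative. The total count per library ranged from 12292390 to 18188099, with a median of 16239240 over the 15 libraries and 16209810.5 over all 16. At this depth, the counting error of a gene near the minimum average of 10 CPM is of the same order as the spread between libraries (common dispersion 0.00918), and for genes of higher expression the spread between libraries and their small number limit the precision. All 120 pairs of libraries were compared. In 1 pair, the second DMSO library and azoxystrobin at 100 nM, the counts were identical, and the other pairs differed in 22355 to 23633 genes. The design fixed beforehand was kept, and the fit without this azoxystrobin library was added as an alternative.

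Counts were normalized by the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 1 level per compound for the 9747 genes with an average over 10 CPM (9761 with all 16 libraries), and Benjamini-Hochberg adjusted p-values under 0.05 were counted. The threshold and the minimum are those of the paper's methods. Concentrations of a compound served as its replicates. The low concentrations (30 and 100 nM) and the high concentrations of pyraclostrobin were tested in a second model that split each compound, azoxystrobin apart, in 2 levels. Standard errors were derived from the test statistic. Values per library are in CPM (counts scaled to a common library size) with TMM factors, and log2 values per library used a prior count of 2. Gene sets were tested with camera from limma 3.58.1, two-sided, with an inter-gene correlation of 0.01. DESeq2 1.42.0 was used in alternatives. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

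Of the 54658 symbols in the tables, 54092 were found in GENCODE M21 (GRCm38), which gave positions, overlapping genes, and the GC content and length of the longest transcript, known for 9714 of the tested genes (99.66%). In the correction for GC content and transcript length, the log2 values of each library were fitted with natural splines (4 degrees of freedom each) on both, and the fitted trend entered the edgeR model as an offset.

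The test was run on simulated counts for the 9747 genes, with 200 genes changed. It called 100% of the changed genes for picoxystrobin, and 1.48% of its calls were unchanged genes. For pyraclostrobin it called 99% of the changed genes, and 6.16% of its calls were unchanged genes. It made 0 calls for the other compounds. A simulated change was the same at every concentration of a compound and larger than that of many genes called here. Each library was drawn independently, with no trend on GC content and no repeated library. The simulation thus does not give the share of true responses called, or of false calls, in the real libraries.

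The genes named were fixed by a rule before the counts were examined. They are the 3 genes with the largest change among those called for each compound, or between pyraclostrobin and picoxystrobin, with every library of Figure 3 on one side, the genes the paper names for these cells (Hr, Klf9, Thra and Hprt), and the 3 clustered histone genes with the highest average. The alternatives were DESeq2, RLE size factors, other filters on low counts and the order of filter and adjustment, a robust fit, separate fits for each compound, a linear trend on the rank of the concentration, all 16 libraries, each library left out in turn, and separate controls for each compound. Clustering and Gene Ontology analyses were not repeated.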

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

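The tests of depth, of dominant genes and of a mislabelled sample for picoxystrobin at 1000 nM were chosen only after its unlike profile had been seen.

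In 60 groups of 4 libraries (a named gene or a measure of the libraries in 1 compound), 8 had a library far from the others by Dixon's criterion, against 3 expected by chance. The library of picoxystrobin at 1000 nM, which Figure 3 does not show, accounted for 5 of them. It measured 100.8 CPM for Cdkn1a, 45.47 for Notch3, 12.64 for Gm42664, 23.31 for Gm13889 and 47.31 for Hist2h2be. The other picoxystrobin libraries lay between 26.68 and 29.92 for Cdkn1a, 14.61 and 14.79 for Notch3, 23.18 and 23.96 for Gm42664, 6.662 and 8.075 for Gm13889, and 26.68 and 29.08 for Hist2h2be. Cdkn1a, Notch3, Gm42664 and Gm13889 were named because the libraries of Figure 3 stood apart for them, so the distance of a further library is partly built in. This library also had 32 genes over 2-fold from the DMSO mean, against 2 genes between the 2 DMSO libraries.

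Several explanations for the unlike profile of picoxystrobin at 1000 nM were tested. Its total count of 15204035 lay within the range of the other libraries. Its 10 highest genes took 8.839% of the counts, less than in any other library (10.21% to 13.37%). Across genes, its log2 change from DMSO had r = -0.0721 with that of picoxystrobin at 300 nM, and 0.0717 after correction for GC content and transcript length, so this correction did not bring the profiles together. Depth, an excess of counts in a few genes and the fitted trend on GC content and length thus do not account for it. Its share of counts on mRNAs encoded in mitochondria was also the lowest, 7.934% against 9.303% to 12.67% in the other libraries. An unlike composition of this library was therefore not excluded. Its highest correlation was with a library of another compound, 0.56 with pyraclostrobin at 300 nM (0.634 after correction). This is lower than the correlation of 0.937 between pyraclostrobin at 300 and 1000 nM, and Hist1h1c measured 20.96 CPM in this library against 8.144 and 4.682 in those, which goes against an exchange with pyraclostrobin at a high concentration. The correlation with trifloxystrobin at 1000 nM was 0.521, close to the 0.54 between trifloxystrobin at 300 and 1000 nM. A mislabelled sample of another kind, or a response to a high concentration that picoxystrobin may share in part with the other strobilurins, cannot be told apart with 1 library. Reads from another source were not tested.

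In the remaining groups, AC087802.1 measured 16.16 CPM with pyraclostrobin at 1000 nM, against 9.24 to 10.26 at the lower concentrations. Hr measured 4.735 with pyraclostrobin at 300 nM, against 3.956 to 4.089 in the other pyraclostrobin libraries. Klf9 measured 23.38 with trifloxystrobin at 100 nM, against 30.24 to 31.54 in the other trifloxystrobin libraries. As many libraries far from the others are expected by chance among the groups examined, and no technical or biological explanation was tested for these 3.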

How the results depend on the processing

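The correction for GC content and transcript length, the fit without the repeated azoxystrobin library, DESeq2 over all genes with the filter applied afterwards, and the count of genes over 2-fold in any library were chosen after seeing the data. The other alternatives were fixed before the data were examined. Where a cause is not given, the cause was not tested.

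No gene was called for azoxystrobin with the settings of the main results (31 at an unadjusted p-value under 0.05) or under any alternative. The calls for picoxystrobin (2894) stayed between 2564 and 3716 with DESeq2, RLE size factors, filterByExpr, no filter, the filter after adjustment, a robust fit, the fit without the repeated azoxystrobin library, DESeq2 over all genes, and separate fits per compound with edgeR or DESeq2. Those for pyraclostrobin (1581) stayed between 1222 and 2094 in the same alternatives, apart from no filter and the separate fits. Across the fits that each left out 1 library of the compound, the calls ranged from 1129 to 2903 for picoxystrobin, from 264 to 2819 for pyraclostrobin, and were 0 for trifloxystrobin. Between pyraclostrobin and picoxystrobin they ranged from 282 to 2780, against 2329 with all libraries of Figure 3.

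With picoxystrobin at 1000 nM added, the calls were 9 for picoxystrobin, 372 for pyraclostrobin, 6 with over 2-fold change, 6 shared by both compounds, 3 between pyraclostrobin and picoxystrobin, and 0 for picoxystrobin and 0 for pyraclostrobin at 30 and 100 nM (1945 and 989 at an unadjusted p-value under 0.05). All 9 and 371 of the 372 genes were among the calls from the libraries of Figure 3. The cause was not tested.

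With the correction for GC content and transcript length, the calls were 439 for picoxystrobin, 808 for pyraclostrobin, 150 shared, 841 between pyraclostrobin and picoxystrobin, and 352 and 98 for picoxystrobin and pyraclostrobin at 30 and 100 nM. The same genes were called with and without it in 314 cases for picoxystrobin and 618 for pyraclostrobin.

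With no filter on counts, the calls were 2655 for pyraclostrobin, 3 for trifloxystrobin, 375 with over 2-fold change, and 722 and 13 for pyraclostrobin and trifloxystrobin at 30 and 100 nM. With the filter after adjustment, they were 1 for trifloxystrobin, 26 with over 2-fold change, and 582 and 10 for pyraclostrobin and trifloxystrobin at 30 and 100 nM. With the settings of the main results these were 0 for trifloxystrobin (319 unadjusted), 17, 290 and 0 (640 unadjusted). With filterByExpr, 190 genes had an over 2-fold change. With the filter of the main results, 183 called genes were over 2-fold in at least one library of a compound they were called for. The causes were not tested.

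With a separate fit for each compound, 0 genes were called for pyraclostrobin (2538 at an unadjusted p-value under 0.05), 5 with over 2-fold change and 0 shared. With DESeq2 separately for each compound, 778 were called for pyraclostrobin, 10 with over 2-fold change and 531 shared. With a linear trend on the rank of the concentration, 4613 genes were called for picoxystrobin and 3856 for pyraclostrobin. Between pyraclostrobin and picoxystrobin at 30, 100 and 300 nM only, 709 genes were called, and 826 with the concentration as a block. Apart from this block, no pairing of libraries was possible, because replicate numbers are given for the DMSO libraries alone. The causes were not tested.

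The correlation between picoxystrobin and pyraclostrobin (0.613) was 0.339 or 0.699 with separate DMSO libraries, 0.0785 with no control, 0.744 among genes called for either compound, 0.755 over all 16 libraries and 0.501 with the correction for GC content and transcript length. Without a test, 4 genes had an over 2-fold mean difference from DMSO for picoxystrobin, and from 1 to 28 with 1 DMSO library left out. For pyraclostrobin there were 16, and from 17 to 25. For azoxystrobin and trifloxystrobin there were 0, also with either DMSO library left out. The choice of DMSO library thus moved the correlation and the number for picoxystrobin. It moved the number for pyraclostrobin to 25 without DMSO replicate 1, but only to 17 without replicate 2. The numbers for azoxystrobin and trifloxystrobin did not move.

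The mean log2 change of the 2 tested histone genes with pyraclostrobin at 300 and 1000 nM (-0.293) was reversed over all 4 concentrations (0.0925). Among the 24 pairs of a gene set and a compound, 4 passed an adjusted p-value of 0.05 (5 unadjusted), 6 over all 16 libraries, 4 with the correction and 0 with the inter-gene correlation estimated from the data (0 at an unadjusted p-value under 0.05). The causes were not tested.

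For the named genes, 41 of 244 results under alternatives changed. In 24 a call was lost, in 4 a call was gained, 3 without a p-value moved in size, and 10 reversed in sign. A log2 fold change that shrank without a change of call is not among these. With the correction for GC content and transcript length, Ptms and Gm13889 went from -1.02 to -0.579 and -0.535 for picoxystrobin, still called. Hprt went from 0.4 to 0.115 for pyraclostrobin, not called in either. Conversely, Ccng1 lost its call for pyraclostrobin in separate edgeR fits at 1.74 against 1.75. Klf9 was near 0 throughout. For picoxystrobin its log2 fold change of -0.0146 was reversed to 0.00124 with no filter or the filter after adjustment, 0.0449 over all 16 libraries and 0.00276 with DESeq2 over all genes. With 1 DMSO library left out it ranged from -0.0971 to 0.073 for picoxystrobin, from -0.0694 to 0.101 for azoxystrobin, from -0.0186 to 0.151 for pyraclostrobin and from -0.0725 to 0.0975 for trifloxystrobin. For azoxystrobin it was -0.0568 without the repeated library. Thra was reversed for picoxystrobin from -0.327 to 0.0677 by the correction for GC content and transcript length.

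The depth limits the results for genes of low expression. Hr, at an average of 3.852 CPM, and Hist1h2bc, at 4.234, lie under the minimum of 10 and have no adjusted p-value.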

Differences from the paper's values

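For azoxystrobin, no gene was called (0, with 31 at an unadjusted p-value under 0.05) against the paper's 4 genes, and none of the alternatives set before the data were examined closed the gap.

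For pyraclostrobin, 1581 genes were called against the paper's 962. Among the alternatives set before the data were examined, DESeq2 applied separately to each compound with the DMSO libraries gave 778 genes, within 1.5 times the paper's number. The others did not close the gap, with 0 genes from separate edgeR fits, 264 to 2819 with 1 library left out, 372 over all 16 libraries, and 1485 to 3856 in the remaining ones. After correction for GC content and transcript length 808 genes were called, and without the repeated azoxystrobin library 1222, both within 1.5 times the paper's number, but these alternatives were chosen after seeing the values.

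For trifloxystrobin, 0 genes were called (319 at an unadjusted p-value under 0.05) against the paper's 272. None of the alternatives set before the data were examined closed the gap, and the highest number among them was 3, with no filter on counts.

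For genes with over 2-fold change for at least one compound, 17 were called against the paper's 90. None of the alternatives set before the data were examined closed the gap, with 190 genes under filterByExpr, 375 with no filter, and 5 to 26 under the others. Counting genes over 2-fold in at least one library, an alternative chosen after seeing the data, gave 183.

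The paper gives fewer genes for pyraclostrobin than for picoxystrobin, with a lower number for trifloxystrobin and the lowest for azoxystrobin. The first order held in the libraries of Figure 3 and was inverted over all 16 libraries (372 for pyraclostrobin and 9 for picoxystrobin) and after correction for GC content and transcript length (808 and 439). Azoxystrobin and trifloxystrobin had 0 calls each.

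The paper states that histone genes were lower at high concentrations of pyraclostrobin, and its text does not say from which experiment this result came. In the libraries of Figure 3, Hist1h1c was lower (log2 fold change -1.04), Hist2h2be was higher (0.47), and with filterByExpr 12 of 19 clustered histone genes were lower.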

Other observations

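The tests on the identity of the repeated library were chosen only after it had been found, the tests on GC content for the called genes and Hprt were chosen after the numbers of called genes had been seen, the p53 target genes were chosen after Ccng1 and Cdkn1a had been seen, and the tests on GC content for the p53, stress response and cell cycle genes were added after the first results of these sets.

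Repeated library. DMSO replicate 2 and azoxystrobin at 100 nM differed in 0 genes, whereas the other pairs differed in 22355 or more, so one library appears to have been deposited under 2 labels. Which label is right could not be settled. The root mean square log2 difference of this library was 0.158 from azoxystrobin at 1000 nM and 0.164 from DMSO replicate 1, while azoxystrobin at 1000 nM and DMSO replicate 1 differed by 0.202. Without the azoxystrobin label, the calls were 0 for azoxystrobin and 0 for trifloxystrobin (364 and 299 at an unadjusted p-value under 0.05), 2656 for picoxystrobin and 1222 for pyraclostrobin.

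GC content and transcript length. After correction, 10.9% of the genes called for picoxystrobin were still called, as were 39.1% of those for pyraclostrobin and 26.8% of those between the 2 compounds. A trend on GC content or length, which library preparation can produce, may therefore account for a part of these calls. Of the genes called without the correction, 314, 618 and 625 were also called with it. The fitted trend alone thus does not account for all of the calls. GC content and length were known for 99.66% of the tested genes, the others were not corrected, and a bias that the trend does not capture was not tested. A response to the compounds that follows GC content would be removed by the same correction, and these cannot be told apart with 1 library per concentration.

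Difference between pyraclostrobin and picoxystrobin. Of the 35 ways to split the 7 libraries in groups of 4 and 3, 1 gave as many called genes (2329), the real one. The next gave 1997 genes and set pyraclostrobin at 100, 300 and 1000 nM against the other libraries. An arbitrary grouping of the libraries thus seldom gave a difference of this size. A trend on GC content or length remains an explanation for a part of it, since 26.8% of the genes were still called after correction.

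Shared controls. If the noise of the shared DMSO libraries were the source of the correlation of 0.613 between picoxystrobin and pyraclostrobin, separate DMSO libraries would lower it strongly. The lower of the 2 values was 0.339 and the higher was 0.699. With no control, from the change between 30 and 300 nM of each compound, r was 0.0785, a comparison that leaves out any response already present at 30 nM. The correlation thus moved with the control used, and the share of it that comes from the noise of the controls could not be settled.

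Hprt, the internal control of the RT-qPCR measurements, had a log2 fold change of 0.53 for picoxystrobin (standard error 0.155, adjusted p = 0.0199 from edgeR's quasi-likelihood test, higher in 3 of 3 libraries of Figure 3), with 139.7 CPM in the library at 1000 nM against 158.1 ± 14.8 (SD, n = 2) in DMSO. With RLE in place of TMM it was 0.537. Both methods assume that most genes do not change, so an error in the normalization factor cannot be excluded. It was 0.384 and no longer called over all 16 libraries (adjusted p = 0.273). With the correction for GC content and transcript length it was 0.0939 (adjusted p = 0.629), so the difference cannot be told apart from a trend on GC content or length. For pyraclostrobin the log2 fold change of Hprt was 0.40 and was not called (adjusted p = 0.0704). It was called with DESeq2 (0.0459), DESeq2 over all genes (0.0462), no filter or the filter after adjustment (0.00124 each). The other alternatives did not call it, and after the correction it was 0.115 (adjusted p = 0.401).

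Several gene sets were tested for each compound with camera, 24 pairs in all. The hypothesis that strobilurins, by blocking mitochondrial respiration, raise genes of the integrated stress response was not borne out. With pyraclostrobin this set was lower (mean log2 change -0.541, 32 of 34 genes lower, adjusted p = 3.65e-05), and -0.507 after correction for GC content and transcript length, and the fitted trend thus contributed little to it. The hypothesis that pyraclostrobin slows the cell cycle predicted lower cell cycle genes, and they were higher (0.337, 29 of 32 genes, adjusted p = 0.000484, and 0.311 after correction). The adjusted p-values ranged from 9.65e-06 to 0.985 and from 0.000214 to 0.985 across the alternatives, the highest with the inter-gene correlation estimated from the data. Both sets also varied between libraries. With pyraclostrobin both lay furthest from DMSO at 300 and 1000 nM, but were closer to it at 100 than at 30 nM. The cell cycle set was at 0.141 and -0.141 in the 2 DMSO libraries around their mean and at -0.263 and 0.351 with trifloxystrobin at 30 and 100 nM. It was at 0.17, 0.0343, 0.476 and 0.629 with pyraclostrobin at 30, 100, 300 and 1000 nM. The stress response set was at -0.146 and 0.146 in the 2 DMSO libraries around their mean, at 0.426 and -0.784 with trifloxystrobin at 30 and 100 nM, and at -0.429, -0.127, -0.772 and -0.875 with pyraclostrobin at 30, 100, 300 and 1000 nM. Variation between cultures may thus produce changes as large as the mean changes of both sets with pyraclostrobin. Cholesterol synthesis genes (adjusted p = 0.81) and the mRNAs encoded in mitochondria (0.969) showed no change with pyraclostrobin that passed the threshold. Neither did glycolysis genes (0.104) or aryl hydrocarbon receptor targets (0.548, a set of 3 genes). In the same order, the mean log2 changes were 0.0792, -0.207, -0.188 and 0.192. After correction for GC content and transcript length they were 0.0765, -0.489, -0.127 and 0.144, and none of these sets passed. Over all 16 libraries none passed either, with the glycolysis genes closest (adjusted p = 0.0507 from camera). The 2 further pairs that passed were those of azoxystrobin, with the stress response set higher (0.158, adjusted p = 0.0184) and the cell cycle set lower (-0.129, adjusted p = 0.000212). The values were 0.146 and -0.141 in the repeated library and 0.152 and -0.136 with azoxystrobin at 1000 nM. Both are relative to a DMSO mean that includes the repeated library.

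The rise of Ccng1 and Cdkn1a at 300 and 1000 nM of pyraclostrobin raised the hypothesis that pyraclostrobin induces p53 target genes. Over 24 other p53 targets the mean log2 change with pyraclostrobin was 0.391 (20 of 24 genes higher, adjusted p = 0.00116 from camera over the 4 compounds). It was also 0.391 after correction for GC content and transcript length. The fitted trend thus contributed little to this mean, and a bias of another form was not tested. The adjusted p-value was 4.76e-05 after correction and 0.895 with the inter-gene correlation estimated from the data. By library the mean was 0.0379, 0.124, 0.623 and 0.739 at 30, 100, 300 and 1000 nM of pyraclostrobin, and 0.408 with picoxystrobin at 1000 nM. It lay between -0.0852 and 0.141 in the other libraries, with the 2 DMSO libraries at 0.0562 and -0.0562. The values are in line with an induction of p53 targets at high concentrations as a hypothesis. A variation between cultures, which the design does not replicate, was not tested, and the paper's text does not name these genes.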
